# MiR-378a-3p Is Critical for Burkitt Lymphoma Cell Growth

**DOI:** 10.3390/cancers12123546

**Published:** 2020-11-27

**Authors:** Fubiao Niu, Agnieszka Dzikiewicz-Krawczyk, Jasper Koerts, Debora de Jong, Laura Wijenberg, Margot Fernandez Hernandez, Izabella Slezak-Prochazka, Melanie Winkle, Wierd Kooistra, Tineke van der Sluis, Bea Rutgers, Miente Martijn Terpstra, Klaas Kok, Joost Kluiver, Anke van den Berg

**Keywords:** Burkitt lymphoma, miR-378a-3p, cell growth, microRNA

## Abstract

**Simple Summary:**

MicroRNAs (miRNAs) are small RNAs that regulate expression of specific target genes. We observed elevated levels of miR-378a-3p in Burkitt lymphoma (BL) and studied its role in the pathogenesis of BL. Inhibition of miR-378a-3p reduced growth of BL cells, confirming its significance in BL. Identification of BL specific target genes of miR-378a-3p revealed four candidates. For two of them, MNT and IRAK4, miR-378a-dependent regulation was confirmed at the protein level. Overexpression of MNT and IRAK4 in BL cell lines resulted in a similar effect as observed upon miR-378a-3p inhibition, suggesting their involvement in the growth regulatory role of miR-378a-3p.

**Abstract:**

MicroRNAs (miRNAs) are small RNA molecules with important gene regulatory roles in normal and pathophysiological cellular processes. Burkitt lymphoma (BL) is an MYC-driven lymphoma of germinal center B (GC-B) cell origin. To gain further knowledge on the role of miRNAs in the pathogenesis of BL, we performed small RNA sequencing in BL cell lines and normal GC-B cells. This revealed 26 miRNAs with significantly different expression levels. For five miRNAs, the differential expression pattern was confirmed in primary BL tissues compared to GC-B cells. MiR-378a-3p was upregulated in BL, and its inhibition reduced the growth of multiple BL cell lines. RNA immunoprecipitation of Argonaute 2 followed by microarray analysis (Ago2-RIP-Chip) upon inhibition and ectopic overexpression of miR-378a-3p revealed 63 and 20 putative miR-378a-3p targets, respectively. Effective targeting by miR-378a-3p was confirmed by luciferase reporter assays for MAX Network Transcriptional Repressor (MNT), Forkhead Box P1 (FOXP1), Interleukin 1 Receptor Associated Kinase 4 (IRAK4), and lncRNA Just Proximal To XIST (JPX), and by Western blot for IRAK4 and MNT. Overexpression of IRAK4 and MNT phenocopied the effect of miR-378a-3p inhibition. In summary, we identified miR-378a-3p as a miRNA with an oncogenic role in BL and identified IRAK4 and MNT as miR-378a-3p target genes that are involved in its growth regulatory role.

## 1. Introduction

Burkitt lymphoma (BL) is one of the fastest growing human tumors with a cell doubling time of about 24 h. BL mainly affects children and young adults but can also occur at a later age [1]. The tumor cells are derived from germinal center B (GC-B) cells and usually carry the hallmark translocation involving *MYC* and the immunoglobulin heavy or light chain loci which results in high expression of MYC [2,3].

MicroRNAs (miRNAs) are a class of short noncoding RNAs of about 22 nucleotides. They modulate gene expression at the post-transcriptional level by translational inhibition or by inducing mRNA degradation [4,5]. MiRNAs regulate a wide range of cellular processes, including cell cycle, proliferation, and apoptosis, and they are important determinants of B-cell development and maturation [6]. A widespread deregulation of miRNA expression has been observed in all B-cell lymphoma subtypes [7].

We and others identified distinct miRNA expression patterns in BL and demonstrated the central role of MYC in regulating miRNA levels [8,9,10,11,12]. Functional studies showed crucial roles for the miR-17~92 cluster, miR-28, miR-150, and miR-155 as either oncogenic or tumor suppressor miRNAs in the pathogenesis of BL [9,13,14,15,16,17,18,19]. Nevertheless, the role of most of the deregulated miRNAs in BL remains to be explored.

In this study, we carried out small RNA-sequencing in BL cell lines and normal GC-B cells and subsequently focused on downstream functional experiments for miR-378a-3p. We show for the first time that this miRNA is upregulated in BL and confirmed its regulation by MYC. Further analysis indicated that miR-378a-3p is essential for the growth of BL cells. Using a combination of genome-wide target gene identification, luciferase reporter assays, and Western blot upon modulating miR-378a-3p levels, we confirmed targeting of Interleukin 1 Receptor Associated Kinase 4 (IRAK4) and MAX Network Transcriptional Repressor (MNT) by miR-378a-3p. Overexpression of these two genes phenocopied the effect of miR-378a-3p inhibition on growth of BL cells.

## 2. Results

### 2.1. MiRNA Expression Profiling in BL and GC-B Cells

An overview of the total number of reads and percentages of mapped reads per sample is given in Table S1. The top 10 most abundantly expressed miRNAs accounted for 73% of all reads in BL and for 71% in GC-B cells (total GC-B cells sorted on the basis of a CD20^+^IgD^−^CD38^+^ or IgD^−^CD138^−^CD3^−^CD10^+^ phenotype). Seven of the top 10 most abundantly expressed miRNAs were shared between BL and GC-B cells (Figure 1A). Twenty-six miRNAs were significantly differentially expressed between BL and GC-B cells, including eight miRNAs upregulated in BL and 18 downregulated (Figure 1B). qRT-PCR validation on the same set of samples confirmed differential expression for six out of eight selected miRNAs (Figure 1C and Figure S1). Of the six validated miRNAs, miR-378a-3p levels were increased in BL relative to GC-B cells, while expression levels of miR-28-5p, miR-155-5p, miR-363-3p, miR-221-3p, and miR-222-3p were decreased. Further expression analysis in primary BL tissue samples and GC-B cells confirmed the differential expression for five of the six miRNAs, excluding miR-221-3p (Figure 1D).

### 2.2. MYC-Induced miR-378a-3p Controls BL Cell Growth

We selected miR-378a-3p for further functional analysis, because it was the only significantly upregulated miRNA with a high expression level in BL. Previous studies demonstrated that miR-378a-3p is induced by MYC in human mammary epithelial cells [20]. We assessed the regulatory role of MYC in B cells using the P493-6 B-cell model that has a tetracycline-repressible MYC allele [21]. Our results showed that this miRNA is also induced by MYC in B cells (Figure 2A).

To explore the role of miR-378a-3p in growth of BL cells, we inhibited miR-378a-3p using a lentiviral miRNA inhibition construct (mZip-378a-3p) in four BL cell lines and followed cell growth in a GFP competition assay. Compared to the negative control (mZip-SCR), a significant decrease in the number of GFP-positive cells was observed in three (ST486, CA46, and DG75) out of four BL cell lines (Figure 2B). No relationship was observed between the reduction in the percentage of GFP^+^ cells and the level of miR-378a-3p expression (Figure S2). Together, our data indicate that inhibition of miR-378a-3p is disadvantageous for BL cells, suggesting miR-378a-3p is indispensable for growth of BL cells.

Overexpression of miR-378a in ST486 using a lentiviral miRNA overexpression construct (pCDH-378a) resulted in a ~47-fold increase in miR-378a-3p level. In a GFP competition assay, miR-378a overexpression had no effects on cell growth, probably due to the already high endogenous levels.

### 2.3. Identification of miR-378a-3p Targets

To identify miR-378a-3p target genes, we performed Ago2-RIP-Chip upon miR-378a-3p inhibition and overexpression in ST486 cells (Figure S3A,B). 

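Ago2-RIP-Chip isolates the RNA bound to Argonaute 2 (Ago2), the RISC protein that carries the miRNA, and compares it on microarrays with the total RNA of the same cells. ST486 is a Burkitt lymphoma cell line. The cells carried pCDH-378a or its empty vector (pCDH-EV), or mZip-378a-3p, which inhibits miR-378a-3p, or its scrambled control (mZip-SCR), and were harvested on day 5. The Ago2-IP and the total (T) fraction of each construct were measured in 2 replicates, which gives 16 samples. They lay on the 8 arrays of 1 slide, with 58201 different probes per array apart from controls. Each array held pCDH-378a in Cy5 with mZip-378a-3p in Cy3, or pCDH-EV in Cy5 with mZip-SCR in Cy3, of the same fraction and replicate number, and no dyes were swapped. Comparisons were therefore made within 1 dye, apart from a combined contrast that takes the ratio of the dyes on each array, and the overexpression and inhibition samples share their arrays. The paper speaks of duplicate measurements and its text does not say whether they came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The median signal of spots flagged well above background in a sample was 3.05 to 5.75 times the local background in the Ago2-IP and 4.97 to 6.24 times in the T samples of the pCDH set. In the mZip set it was 4.40 to 9.92 times in the Ago2-IP and 10.1 to 11.5 times in the T samples. Each sample has its own flagged spots, more of them in Ago2-IP replicate 2 than in replicate 1, so that these values do not compare the same spots. Between duplicates, log2 signals differed with a standard deviation of 0.158 to 0.186 in the T fractions. In the Ago2-IP fractions it was 0.653 for pCDH-378a, 0.929 for pCDH-EV, 0.533 for mZip-378a-3p and 0.595 for mZip-SCR. The authors extracted spot intensities with Feature Extraction, quantile normalized them in GeneSpring without baseline transformation, and kept probes flagged as present in all samples, above the 25th percentile in T fractions and with less than 2-fold difference between duplicates. Here the deposited processed intensities were put on the log2 scale and quantile normalized over the 8 samples of each vector set. A probe counted as detected when it was well above background in all 8 samples of its set, which held for 18781 probes in the pCDH set and 16777 in the mZip set. The fold rule of the study, including its limit on duplicates, was then applied to 11106 and 13557 probes. The limit removed 7675 probes in the pCDH set and 3220 in the mZip set, nearly all for their Ago2-IP duplicates. All detected probes were also tested with limma, with Benjamini-Hochberg adjustment.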

Efficient pulldown of Ago2-containing RISC and miRNAs was confirmed by qRT-PCR for miR-378a-3p and the unrelated highly expressed miR-181a-5p (Figure S3C,D) and by Western blot for Ago2 protein (Figures S3E and S4). 

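Metallothioneins, small proteins that bind metal ions, were among the transcripts enriched with Ago2 under all 4 constructs. Of 6 measured, 5 were higher in the Ago2-IP than in the T fraction with pCDH-378a and 6 with each of the other constructs, at an adjusted p under 0.05 from limma (6 with every construct when adjusted over the list alone), and none was lower. MT1A had a log2 IP/T ratio of 2.82 in mZip-SCR (standard error 0.13, n = 2 replicates per fraction) and of 2.08 in pCDH-378a (standard error 0.15). BTG2, an antiproliferative gene and p53 target, was enriched at log2 ratios of 4.19 to 4.80 over the 4 constructs (standard error 0.10 in each). CD69, an early activation marker of lymphocytes, lay between 4.56 and 5.22, CCNE1, which encodes cyclin E1, between 3.31 and 3.99, and IRF9, a transcription factor of the interferon response, between 3.49 and 4.06. The costimulatory receptor gene CD86 differed more between constructs, with 4.40 in pCDH-378a, 6.90 in pCDH-EV, 10.01 in mZip-SCR and 5.60 in mZip-378a-3p. LINC02245 had nearly the same ratios in this order (4.59, 6.83, 10.14 and 5.89), as did probes of other transcripts. The CD86 ratios are therefore not particular to that gene. These ratios stand against medians over all detected probes of -0.31 in pCDH-378a, -0.45 in pCDH-EV, -0.44 in mZip-SCR and -0.29 in mZip-378a-3p, which turn to 0.35, 0.17, 0.16 and 0.34 when Ago2-IP and T samples are normalized separately. As a group, metallothioneins were higher than other genes by camera with each construct (adjusted p between 4.73e-06 and 0.00259), but not with an estimated correlation (adjusted p = 0.230 to 0.604 with an estimated correlation). With 75th percentile scaling, the group's call in mZip-378a-3p was lost (adjusted p = 0.109, and 0.000459 to 0.109 over all alternatives).
Of 46 cytosolic ribosomal proteins, 27 were lower and 7 higher in the Ago2-IP fraction of mZip-SCR (27 and 8 when adjusted over the list alone), and 32 were lower and 4 higher with mZip-378a-3p (32 and 4 when adjusted over the list alone), where 42.3% and 31.9% of all probes were lower. Those shares rest on the scaling, for with Ago2-IP and T samples normalized separately 3142 probes were lower and 6074 higher in mZip-SCR and 2624 and 6895 in mZip-378a-3p, in place of 7091 and 3406 and of 5347 and 3684. With pCDH-378a 6 were lower and 2 higher and with pCDH-EV 3 and 2 (the same when adjusted over the list alone). RPS9 had log2 IP/T ratios of -1.38 in mZip-SCR and -1.66 in mZip-378a-3p (standard error 0.06 in each). Against all other genes the ribosomal proteins were lower in mZip-378a-3p (camera, adjusted p = 0.00922; adjusted p = 0.620 with an estimated correlation), without a call in mZip-SCR (adjusted p = 0.298), pCDH-378a (0.975) or pCDH-EV (0.878). The call in mZip-378a-3p was lost with 75th percentile scaling (adjusted p = 0.146, the highest over the alternatives, the lowest being 0.00481) and without mZip-378a-3p Ago2-IP replicate 1 (adjusted p = 0.0979). Among 34 subunits of oxidative phosphorylation, 24 were lower and 5 higher in mZip-SCR (24 and 5 when adjusted over the list alone), without a camera call (adjusted p = 0.157). With mZip-378a-3p 22 were lower and 8 higher (23 and 8 over the list alone; camera, adjusted p = 0.150), with pCDH-378a 7 and 5 (9 and 6; 0.975) and with pCDH-EV 7 and 4 (11 and 5; 0.878). NEAT1, a long noncoding RNA that builds nuclear paraspeckles, was lower in the Ago2-IP fraction of every construct, at log2 ratios between -1.29 and -1.10 (standard error 0.14 in pCDH and 0.10 in mZip samples). Of 17 established targets of the miRNAs of MIR17HG, a cluster driven by MYC, 6 were higher and 1 lower in pCDH-378a (7 and 2 when adjusted over the list alone; camera, adjusted p = 0.0111; adjusted p = 0.985 with an estimated correlation). The list had no camera call in pCDH-EV (5 higher and 2 lower, 6 and 5 over the list alone; adjusted p = 0.0682), mZip-378a-3p (9 and 4 of 18, 9 and 5 over the list alone; 0.158) or mZip-SCR (8 and 5 of 18, 8 and 7 over the list alone; 0.324). ATG16L1, an autophagy gene, led them in pCDH-378a at 3.28 (standard error 0.12). The camera call in pCDH-378a was lost when Ago2-IP and T samples were normalized separately (adjusted p = 0.0883, the highest over the alternatives, the lowest being 0.00408) and when the test ran only on probes with consistent duplicates (adjusted p = 0.0501).
An IP/T ratio of at least 2 was reached by 1084 probes in pCDH-378a and 983 in pCDH-EV, 9.76% and 8.85% of the probes with consistent expression. With mZip-SCR it was reached by 1672 probes (12.3%) and with mZip-378a-3p by 1858 probes (13.7%). A ratio of at least 8 was found for 93, 87, 224 and 181 probes in the same order of constructs. These counts rest on the scaling between Ago2-IP and T samples. With 75th percentile scaling 351 probes in pCDH-378a, 304 in pCDH-EV, 585 in mZip-SCR and 757 in mZip-378a-3p reached a ratio of 2, and with Ago2-IP and T samples normalized separately 2375, 2282, 3357 and 3710.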

The number of Ago2 immunoprecipitation (IP)-enriched probes was similar in all four conditions, ranging between 6.3% and 9.8% of the probes with consistent expression levels (Table 1).

A total of 22 probes corresponding to 20 genes showed a ≥2-fold increased IP enrichment upon miR-378a overexpression compared to empty vector control infected cells (Figure 3A and Table 2). 

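CDK1, the kinase that drives entry into mitosis, had an IP/T ratio of 3.14 with pCDH-378a and 0.839 with pCDH-EV, a log2 difference of 1.90 (limma, standard error 0.15, n = 2 per group and fraction, adjusted p = 0.179). TOMM6, a small subunit of the mitochondrial import pore, had ratios of 4.97 and 1.60, and FAM117A 4.72 and 1.93. POP4, a subunit of RNase P and RNase MRP, differed by 2.56-fold under the fold rule of the study, in which a ratio under 1 is set to 1, and RPP25L, another protein of that family, by 2.09-fold. PCNA, the sliding clamp of DNA replication, differed by 1.95-fold on 1 probe and 2.11-fold on the other. SP100, a protein of nuclear bodies, differed by 2.73-fold on 1 of 3 probes, while the others had log2 differences of -0.11 and -0.61. INAFM1 differed by 1.86-fold.
Of the 20 genes of Table 2, 18 passed the fold rule here, and INAFM1 and IRAK4 did not. In limma none of them passed over all probes, and 19 were higher and none lower when adjusted over the list alone. The study chose this list on these samples, so that it is not independent evidence. Without pCDH-EV Ago2-IP replicate 1 that construct keeps 1 Ago2-IP sample, so that limma calls of that fit are not counted here. With 75th percentile scaling 1 of the 20 genes, HSPB1, passed the fold rule. INAFM1 passed that rule without pCDH-378a T replicate 1 or pCDH-EV Ago2-IP replicate 1 (log2 differences under the rule of 1.04 and 1.14), and RPP25L failed it without pCDH-EV Ago2-IP replicate 2 (0.95). Their median log2 difference was 1.39, against a median of 0.15 over all detected probes. In the opposite direction, CD86 had an IP/T ratio of 21.1 with pCDH-378a and 119 with pCDH-EV (log2 difference -2.50, standard error 0.32, adjusted p = 0.328). SPEN, a transcriptional repressor that binds RNA, had ratios of 4.41 and 23.7 (log2 difference -2.43). The CD86 and SPEN probes are among 14 probes of different transcripts with the same profile over the 4 constructs. Their values are therefore not particular to these genes.
Of 28 cell cycle genes, 2 were higher with pCDH-378a and none lower when adjusted over the list alone, and none passed over all genes. As a group they were higher than other genes, with a median log2 difference of 0.28 (camera, adjusted p = 4.50e-05; adjusted p = 0.916 with an estimated correlation). Metallothioneins had a median of -0.28 and replication-dependent histones of -0.08, with no single member called over all genes or over the list alone. Both groups lay below other genes (camera, adjusted p = 0.000838 and 0.000637; adjusted p = 0.916 with an estimated correlation for both). The medians of both groups were 0.065 and 0.25 with 75th percentile scaling, where the median of all probes was 0.34, and both calls were also lost without pCDH-378a Ago2-IP replicate 1 (adjusted p = 0.119 for both). Over the alternatives their adjusted p lay between 0.000275 and 0.366 for metallothioneins and between 0.000275 and 0.377 for histones. The 9 measured genes among previously reported targets of miR-378a-3p had a median of 0.28 (camera, adjusted p = 0.0905), with none higher or lower over all genes or over the list alone.
Under the fold rule, 40 probes had an at least 2-fold higher IP/T ratio with pCDH-378a, and 22 probes had an at least 2-fold higher one with pCDH-EV. The 40 stood for 35 genes, where transcripts without a gene symbol and probes without a name were counted as genes. In limma no probe passed an adjusted p of 0.05, and 544 of 18781 had an unadjusted p under 0.05. With the array as a random block limma called 60 probes (46 higher and 14 lower). That fit shares 1 spread with the mZip samples, whose Ago2-IP duplicates differed less (standard deviation 0.533 and 0.595 against 0.653 and 0.929), which can favor calls. More probes passed the fold rule without Ago2-IP replicate 1 of pCDH-EV or of pCDH-378a. Such a fit leaves 1 Ago2-IP sample in a group, to which the limit on duplicates then does not apply. In data simulated with noise modelled on these samples, limma called 33% of probes changed by 2 on the log2 scale, and the fold rule passed 17 unchanged probes. The simulated noise was not quite that of the data, as 13227 probes met the limit on duplicates there, against 11106 in the data.

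**Figure D1:**
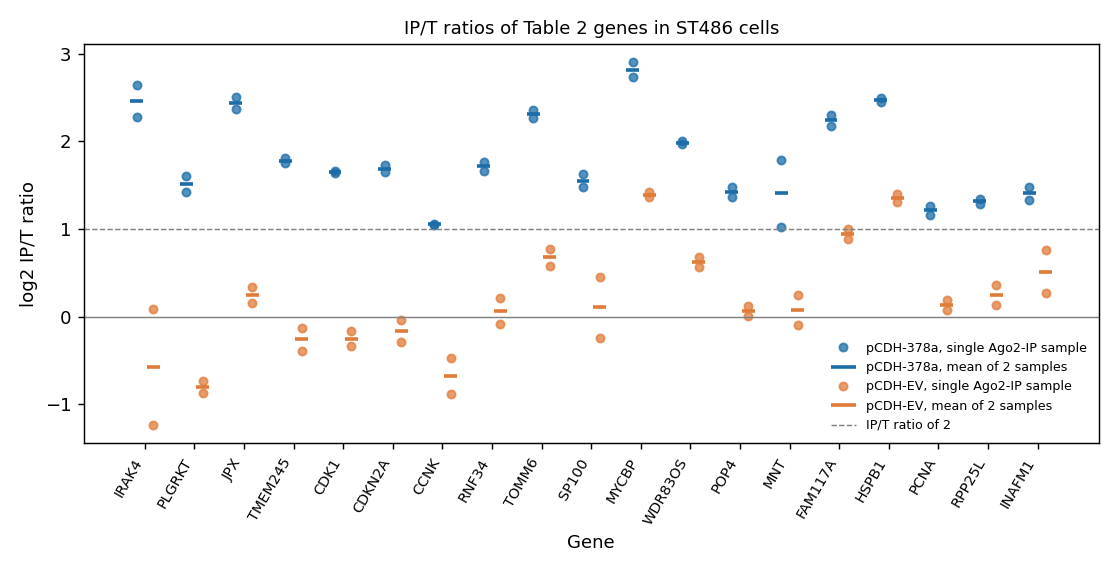
Log2 IP/T ratio of 19 genes of Table 2 with pCDH-378a and pCDH-EV. Each point is 1 Ago2-IP sample minus the mean of the 2 T samples of its construct, bars are means of the 2 samples, the dashed line marks a ratio of 2, and each gene is drawn by its probe with the largest difference. The points of CDK1 lie near 1.65 with pCDH-378a and near -0.25 with pCDH-EV, and those of IRAK4 with pCDH-EV lie apart, at 0.08 and -1.24.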

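PLGRKT, a receptor for plasminogen for which Table 2 lists a site in the 5′UTR, had an IP/T ratio of 2.85 with pCDH-378a and 0.574 with pCDH-EV, a log2 difference of 2.31 (limma, standard error 0.19, n = 2 per group and fraction, adjusted p = 0.179). TMEM245, a transmembrane protein with sites in the 3′UTR, had ratios of 3.43 and 0.836 and a log2 difference of 2.04 (standard error 0.21, adjusted p = 0.281). WDR83OS, with a site in the 5′UTR, had ratios of 3.95 and 1.54 and a log2 difference of 1.36 (standard error 0.15, adjusted p = 0.287). Table 2 also lists sites in the 3′UTR of MYCBP and MNT, in the coding sequence of IRAK4, CCNK and MNT, and in the 5′UTR of HSPB1. The site in JPX, a noncoding RNA, is entered in the 3′UTR column. The genes with a listed site had fold changes of 2.07 to 5.49, with a median of 2.68, and 8 of 9 passed the fold rule. The 11 genes with no listed site, among them CDKN2A and CDK1, had fold changes of 1.86 to 3.22, with a median of 2.62, and 10 passed the fold rule. The study selected both groups by the same fold change, so that their medians were not compared by a test. Sites are those the paper lists, and sequences were not searched here.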

Nine of the 20 genes (45%) had at least one putative miR-378a-3p binding site (7mer-A1, 7mer-m8, or/and 8mer). Six of them, i.e., MAX Network Transcriptional Repressor (MNT), Heat Shock Protein Family B (Small) Member 1 (HSPB1), Interleukin 1 Receptor Associated Kinase 4 (IRAK4), Cyclin K (CCNK), Cyclin Dependent Kinase Inhibitor 2A (CDKN2A), and Ring Finger Protein 34 (RNF34), had a Gene Ontology (GO) term related to cell growth, apoptosis, and/or cell cycle. 

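IRAK4, a kinase of Toll-like receptor signalling, had an IP/T ratio of 5.49 with pCDH-378a and 0.669 with pCDH-EV. Its log2 difference of 3.04 carried a standard error of 0.62 (limma, n = 2 per group and fraction, adjusted p = 0.988, unadjusted p = 0.00381), since its pCDH-EV Ago2-IP duplicates differed by over 2-fold. CDKN2A, which encodes the cell cycle inhibitor p16INK4a, had log2 differences of 1.85 (standard error 0.18, adjusted p = 0.229) and 1.66 (standard error 0.15, adjusted p = 0.179) on its probes. CCNK, the cyclin partner of the transcriptional kinases CDK12 and CDK13, had log2 differences of 1.73 (standard error 0.24, adjusted p = 0.369) and 1.47 (standard error 0.19, adjusted p = 0.331). RNF34, a ubiquitin ligase that acts against apoptosis, had ratios of 3.28 and 1.05, a log2 difference of 1.65 (standard error 0.19, adjusted p = 0.298). MNT, a repressor that competes with MYC for MAX, had ratios of 3.79 and 1.59 on 1 probe, a log2 difference of 1.25 (standard error 0.19, adjusted p = 0.448), and 2.65 and 1.05 on the other, a log2 difference of 1.33 (standard error 0.56, adjusted p = 0.988). HSPB1, a small heat shock protein, had ratios of 5.54 and 2.55 on 1 probe (log2 difference 1.12, standard error 0.14, adjusted p = 0.324) and a log2 difference of 0.51 on the other (standard error 0.17, adjusted p = 0.988).
All of these genes except IRAK4 passed the fold rule of the study, and IRAK4 passed it without the limit on duplicates. With 75th percentile scaling MNT, CCNK, CDKN2A and RNF34 no longer passed. The CCNK probe with the larger difference and 1 MNT probe also failed with background correction by normexp and without pCDH-378a T replicate 1 (log2 differences under the rule of 0.94 and 0.86), and that MNT probe failed when Ago2-IP and T samples were normalized separately. IRAK4 passed the rule with normexp. It also passed without pCDH-EV Ago2-IP replicate 1 or 2 (log2 differences under the rule of 2.46 and 2.51), where the limit on duplicates, the only part it failed, does not apply to that group. In limma, CDKN2A, RNF34 and CCNK were called with normexp and with the array as a random block, where the less variable mZip samples share in the spread. They were also called on probes with consistent duplicates, a choice by spread that favors calls. IRAK4 was called with normexp, and its log2 difference was 3.71 without pCDH-EV Ago2-IP replicate 1.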

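FAM204A was less enriched with Ago2 in mZip-SCR than in mZip-378a-3p, with a log2 difference of -4.35 (limma, standard error 0.18, n = 2 per group and fraction, adjusted p = 0.000349). MOCS2, an enzyme of molybdenum cofactor synthesis, followed at -4.33 (standard error 0.13), HAUS1, a subunit of the augmin complex of the mitotic spindle, at -4.11 (standard error 0.09) and GPANK1 at -4.05 (standard error 0.15). In the direction that the study followed, more enrichment in mZip-SCR, stood noncoding transcripts: NALF1-IT1 at 4.66 (standard error 0.23), CASC15 at 4.45 (standard error 0.14) and lnc-SUPT3H-1:5 at 4.75 (standard error 0.36). DYNLRB1, a light chain of cytoplasmic dynein, had IP/T ratios of 8.05 in mZip-SCR and 1.04 in mZip-378a-3p, and VPS18, a subunit of the HOPS and CORVET complexes of endosomes, 245 and 15.4. NALF1-IT1, lnc-SUPT3H-1:5 and VPS18 are among the 14 probes of the same profile that also hold CD86 and SPEN. Smaller differences were found for ATP6V0C, a subunit of the vacuolar proton pump (3.81-fold), TMEM79 (5.01 and 3.50-fold on its probes), HOMEZ (3.15-fold), PCIF1, which methylates the mRNA cap (2.22-fold), and NAPA-AS1 (2.03-fold on 1 of 2 probes).
Of the 63 genes of Table 3, 58 had a detected probe and 40 passed the fold rule here, against 11 with 75th percentile scaling, where 30 of the 40 were lost and 1 other was gained. Of 57 of them tested by name in limma, 50 were more enriched in mZip-SCR and none less (54 and none when adjusted over the list alone), a list that the study chose on these samples and that is not independent evidence. Their median log2 difference was 1.25, against a median of -0.05 over all detected probes. None of the 19 gene lists differed from other genes by camera in this comparison (adjusted p between 0.165 and 0.895), and members went both ways. Of 20 genes of the Toll-like receptor and NF-kB pathway, 7 were less and 2 more enriched in mZip-SCR (7 and 2 when adjusted over the list alone). TRAF6, a ubiquitin ligase of the pathway, had a difference of -2.09, NFKBIA, the inhibitor of NF-kB, of -1.88 (standard error 0.11) and the kinase IRAK1 of -1.86 (standard error 0.11). Of 18 genes of apoptosis and p53 targets, 4 were less and 1 more enriched (4 and 3 when adjusted over the list alone), with BAX, which permeabilizes mitochondria, at -1.45 (standard error 0.13). Of 8 previously reported targets of miR-378a-3p, 2 were less enriched in mZip-SCR and none more (3 and none when adjusted over the list alone). They include the tumor suppressor TUSC2, at -0.62 (standard error 0.13). The TUSC2 call was lost with 75th percentile scaling, with the positive and significant flag, without mZip-378a-3p Ago2-IP replicate 1 (difference -0.54), and without mZip-378a-3p T replicate 1 (-0.66) or 2 (-0.59) or mZip-SCR T replicate 1 (-0.62) or 2 (-0.59). Of 14 genes of RISC and miRNA machinery, 3 were more and 1 less enriched (3 and 1 when adjusted over the list alone), with TNRC6C, which binds Argonaute, at 1.92 (standard error 0.11) and DICER1 at 0.98 (standard error 0.10). Of 25 MYC-induced genes, 4 were less and 1 more enriched (5 and 3 when adjusted over the list alone). The chaperonin gene HSPE1 stood at -2.02 (standard error 0.12) and NPM1, a nucleolar protein, at -1.40 (standard error 0.13). Of 20 germinal centre B-cell genes, 3 were less and 1 more enriched (3 and 2 when adjusted over the list alone), with the B-cell receptor genes CD79A and CD79B both at -0.80.
Under the fold rule 376 probes had an at least 2-fold lower IP/T ratio in mZip-378a-3p than in mZip-SCR, and 630 probes had an at least 2-fold higher one. The 376 stood for 372 genes, where transcripts without a gene symbol and probes without a name were counted as genes. In limma, 1553 probes were more and 2068 less enriched in mZip-SCR. With 75th percentile scaling, where the median over all probes was -0.27, the fold rule gave 203 and limma 51 and 595. Leaving out 1 replicate moved the limma count to between 1502 (without mZip-378a-3p T replicate 2) and 5846 (without mZip-SCR Ago2-IP replicate 1). It also fell to 1591 without mZip-378a-3p T replicate 1, 2333 without mZip-378a-3p Ago2-IP replicate 2, 1544 without mZip-SCR T replicate 1 and 1581 without mZip-SCR T replicate 2.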

Upon miR-378a-3p inhibition, 74 probes, corresponding to 63 genes, showed a ≥2-fold decreased IP enrichment compared to the negative control infected cells (Figure 3B and Table 3). Nineteen of these 63 genes (30%) contained at least one putative miR-378a-3p binding site, including Cytokine Inducible SH2 Containing Protein (CISH), BCR Activator Of RhoGEF And GTPase (BCR), Tubulin Alpha 1c (TUBA1C), SWI/SNF Related, Matrix Associated, Actin Dependent Regulator Of Chromatin, Subfamily A, Member 4 (SMARCA4), and Forkhead Box P1 (FOXP1) with a GO term related to cell growth, apoptosis, or cell cycle. 

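SMARCA4, the ATPase of the SWI/SNF chromatin remodelling complex, had an IP/T ratio of 5.97 in mZip-SCR and 0.639 in mZip-378a-3p. The log2 difference was 3.22 (limma, standard error 0.12, n = 2 per group and fraction, adjusted p = 0.000343). CISH, a suppressor of cytokine signalling, had ratios of 49.6 and 7.75, a log2 difference of 2.68 (standard error 0.25, adjusted p = 0.0022). BCR had ratios of 8.46 and 0.785 on 1 of 3 probes, a log2 difference of 3.43 (standard error 0.36, adjusted p = 0.00325). The other BCR probes had log2 differences of 0.06 (adjusted p = 0.774) and -0.37 (adjusted p = 0.267). FOXP1, a transcription factor of B cells, had ratios of 12.1 and 3.42 on 1 of 3 probes, a log2 difference of 1.82 (standard error 0.12, adjusted p = 0.00077), and of -0.24 (adjusted p = 0.171) and 0.88 (adjusted p = 0.164) on the others. TUBA1C, an alpha tubulin, had log2 differences of 0.50 (standard error 0.13, adjusted p = 0.0442) and 0.60 (standard error 0.09, adjusted p = 0.00837) on its probes, with fold changes of 1.41 and 1.21, so that it did not pass the fold rule here. CISH, BCR and SMARCA4 were called by limma under every alternative run, while FOXP1 was lost with 75th percentile scaling and the TUBA1C probe followed with that scaling and without mZip-378a-3p T replicate 2 (adjusted p = 0.0531) or mZip-SCR T replicate 1 (adjusted p = 0.0529).
Of the 19 genes of Table 3 with a listed site, 18 were detected and 16 passed the fold rule, with fold changes of 1.21 to 8.46 and a median of 3.58. Of 44 genes without a listed site, 40 were detected and 24 passed, with fold changes of 1.40 to 15.9 and a median of 2.19. The difference between these medians was not tested, since the study selected both groups by fold change.

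**Figure D2:**
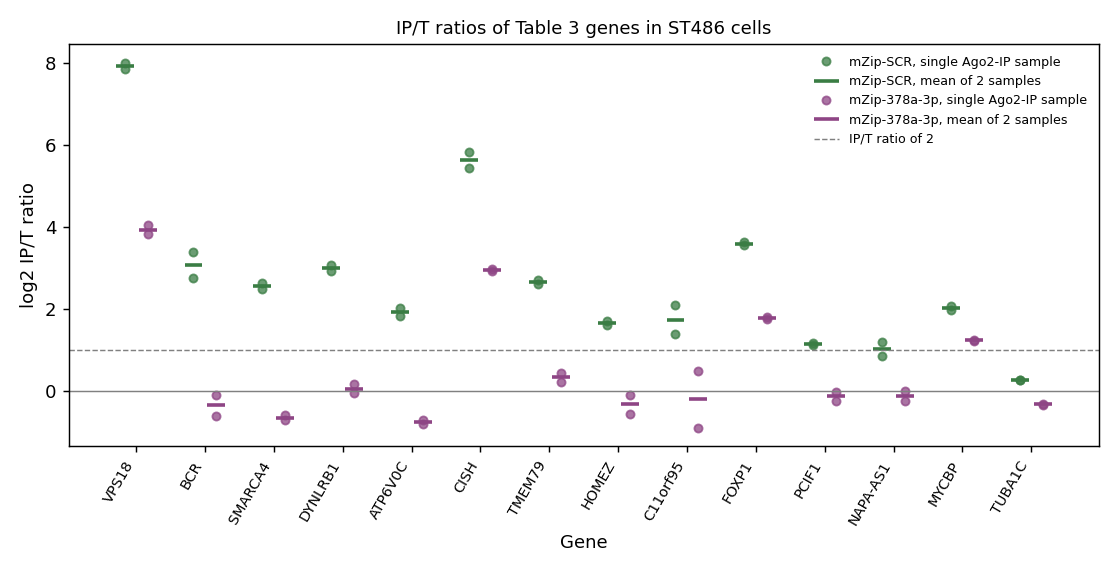
Log2 IP/T ratio in mZip-SCR and mZip-378a-3p of 14 genes of Table 3, those that the paper names and those with the largest fold changes in the table. Each point is 1 Ago2-IP sample minus the mean of the 2 T samples of its construct, bars are means of the 2 samples, the dashed line marks a ratio of 2, and each gene is drawn by its probe with the largest difference. The SMARCA4 points lie at 2.50 and 2.65 in mZip-SCR and at -0.70 and -0.59 in mZip-378a-3p, while the 4 points of MYCBP lie between 1.23 and 2.07.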

One of the target genes, i.e., MYC Binding Protein (MYCBP), was identified with both experimental set-ups.

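MYCBP encodes a protein that binds MYC and stimulates its transcriptional activity. Its IP/T ratio was 7.04 with pCDH-378a and 2.62 with pCDH-EV, a 2.68-fold change and a log2 difference of 1.42 (limma, standard error 0.16, n = 2 per group and fraction, adjusted p = 0.298). In the inhibition experiment its ratio was 4.08 in mZip-SCR and 2.36 in mZip-378a-3p, a 1.73-fold change. The log2 difference of 0.79 was past the limma threshold (standard error 0.11, adjusted p = 0.00707), and the fold change was under the 2-fold limit of the study. With 75th percentile scaling MYCBP passed neither the fold rule in the overexpression nor limma in the inhibition experiment (log2 difference 0.31). In the overexpression experiment limma called MYCBP with background correction by normexp and with the array as a random block, where the less variable mZip samples share in the spread. It was also called on probes with consistent duplicates, a choice by spread that favors calls.
Both experiments were also joined in 1 contrast on the log ratio of Cy5 to Cy3 within each array, Ago2-IP against T and arrays with pCDH-378a and mZip-378a-3p against control arrays. MYCBP then had a log2 change of 2.11 (standard error 0.12, adjusted p = 1.12e-06), and MNT, an antagonist of MYC, 1.56 (standard error 0.14, adjusted p = 1.92e-05). SMARCA4 was higher by 2.72 (standard error 0.13), RPL34, a ribosomal protein, had -5.27 (standard error 0.12) and FAM204A -4.02 (standard error 0.15). This contrast called 2410 probes higher and 2317 lower of 16426, and a change in 1 of the experiments is enough for a call. Of 12 genes of the MYC/MAX/MXD network, 3 were more enriched in mZip-SCR than in mZip-378a-3p and none less (3 and none when adjusted over the list alone). These were MYCBP, MNT and MXD3, a repressor partner of MAX. In the overexpression experiment none of 12 passed over all genes, 2 were higher and none lower when adjusted over the list alone, and their median was 0.33 (camera, adjusted p = 0.0616).
No probe passed the fold rule in both experiments, of 39 in overexpression and 257 in inhibition among the 10660 that could pass both (0.940 probes would be shared if the lists were independent). In directions that go against each other, 15 of 17 probes of pCDH-EV over pCDH-378a were also past it with mZip-SCR over mZip-378a-3p (0.410 expected), and 4 of pCDH-378a over pCDH-EV with mZip-378a-3p over mZip-SCR (1.73 expected). Of the 15 probes, 14 have the profile shared by CD86 and SPEN, for which an expectation from independent probes does not hold.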

### 2.4. IRAK4 and MNT Are Involved in the Function of miR-378a-3p

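Among transcripts with less Ago2 enrichment under mZip-378a-3p, CISH had a log2 difference of 0.20 between pCDH-378a and pCDH-EV in the overexpression experiment (limma, standard error 0.19, n = 2 per group and fraction, adjusted p = 0.988). The BCR probe that differed under inhibition had -0.81 there (standard error 0.53), and the FOXP1 probe that differed had -0.02 (standard error 0.18), while another FOXP1 probe had 0.78 (standard error 0.15, adjusted p = 0.894). The TUBA1C probes had 0.40 and 0.48 (standard errors 0.18 and 0.14). In turn, MNT had a log2 difference of 0.42 between mZip-SCR and mZip-378a-3p (standard error 0.10, adjusted p = 0.0386) on the probe detected in the mZip set. IRAK4 had -0.68 there (standard error 0.56, adjusted p = 0.455).
In total RNA none of MYCBP, CISH, BCR, TUBA1C, FOXP1, MNT and IRAK4 passed limma in either experiment. Limma took 1 spread per probe from Ago2-IP and T samples together, and Ago2-IP duplicates differed more. In simulated data it called 26% of total RNA changes of 1 and 55% of 2 on the log2 scale in overexpression. In inhibition it called 50% and 66%. The absence of a call thus does not show that total RNA was unchanged. With pCDH-378a against pCDH-EV, CISH had a log2 change of -0.73 (standard error 0.13) and IRAK4 of -0.78 (standard error 0.44), with adjusted p = 1 for each. With mZip-378a-3p against mZip-SCR, CISH had 0.42 (standard error 0.17, adjusted p = 0.263), 1 TUBA1C probe -0.27 (standard error 0.06, adjusted p = 0.0677) and MYCBP -0.16 (standard error 0.07, adjusted p = 0.336). In the contrast that joins both experiments, CISH stood at 2.16 (standard error 0.17), IRAK4 at 1.45 (standard error 0.13) and the TUBA1C probes at 0.72 and 1.09.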

For further analysis, we selected MYCBP that was identified in both approaches and six candidates that had at least one 7mer-A1, 7mer-m8, or an 8mer and a GO term related to cell growth, apoptosis, or/and cell cycle (CISH, BCR, TUBA1C, FOXP1, MNT, and IRAK4). We also included the lncRNA JPX, as it showed a strong enrichment upon miR-378a-3p overexpression and contained an 8-mer seed binding site (Figure 3C).

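JPX, a long noncoding RNA from the X-inactivation center, had an IP/T ratio of 5.42 with pCDH-378a and 1.19 with pCDH-EV, a 4.57-fold change. The log2 difference was 2.19 (limma, standard error 0.17, n = 2 per group and fraction, adjusted p = 0.179). Each Ago2-IP replicate with pCDH-378a lay above each with pCDH-EV, at log2 ratios of 2.50 and 2.37 against 0.34 and 0.15. Under inhibition the ratio was 1.21 in mZip-SCR and 2.53 in mZip-378a-3p, a log2 difference of -1.06 (standard error 0.10, adjusted p = 0.00208). In total RNA JPX changed by -0.01 with pCDH-378a (standard error 0.12, adjusted p = 1) and by -0.23 with mZip-378a-3p (standard error 0.07, adjusted p = 0.129). A second JPX probe was not detected in either set. The list called nuclear-retained noncoding RNAs also holds snoRNA host transcripts such as GAS5 and ZFAS1, and location in the cell was not measured. Of its 9 measured members, JPX was the 1 that differed between pCDH-378a and pCDH-EV when adjusted over the list alone, and none did over all genes. MALAT1, another of them, had a log2 difference of 0.98 between mZip-SCR and mZip-378a-3p on its brightest probe. JPX was called by limma in the overexpression experiment with normexp and with the array as a random block, where the less variable mZip samples share in the spread. It was also called on probes with consistent duplicates, a choice by spread that favors calls. It failed the fold rule with 75th percentile scaling, and its limma call under inhibition was lost (log2 difference -1.55). The paper includes JPX in its reporter assays for its enrichment with miR-378a-3p overexpression and its seed site.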

To confirm targeting of the eight selected genes by miR-378a-3p, we carried out luciferase reporter assays for 10 putative miR-378a-3p binding sites in ST486 and DG75. This revealed a strong reduction in the *Renilla*/firefly ratio for four of the miR-378a-3p binding sites in four genes (IRAK4, FOXP1 (site 1), MNT, and JPX) (Figure S5). To further confirm specific binding by miR-378a-3p, we generated constructs with mutations in these four miR-378a-3p binding sites. For IRAK4 (trend), FOXP1, and MNT (both significant), wildtype binding sites showed lower *Renilla*/firefly ratios compared to the mutated binding sites (black bars in Figure 3D), indicating binding of endogenous miR-378a-3p to these sequences. Upon miR-378a-3p overexpression a significantly reduced *Renilla*/firefly ratio was observed for the wildtype, but not for the mutated target sites, confirming efficient and specific targeting (Figure 3D).

To validate the regulatory role of miR-378a-3p on endogenous IRAK4, FOXP1, and MNT protein levels, we analyzed protein levels upon modulation of miR-378a-3p levels in ST486 and DG75 cells (Figure 4 and Figure S6). For IRAK4, this revealed a significant decrease upon miR-378a-3p overexpression and a significant increase upon miR-378a-3p inhibition in DG75. In ST486, the same pattern was observed albeit not significant. MNT levels were significantly decreased upon miR-378a-3p overexpression in DG75 and ST486. Increased MNT levels upon miR-378a-3p inhibition were observed only in DG75 cells although the increase was not significant. No significant differences in FOXP1 expression were observed in either cell line.

Next, we performed gain-of-function experiments to determine whether overexpression of the validated targets IRAK4 and MNT could phenocopy the effect of miR-378a-3p inhibition. Overexpression of IRAK4 in DG75 cells resulted in a 74% decrease in GFP^+^ cells in 11 days (Figure 5). Overexpression of MNT resulted in a >90% decrease in GFP^+^ cells in 11 days in DG75. Thus, our results indicate that overexpression of IRAK4 and MNT could phenocopy the effect of miR-378a-3p inhibition on growth of BL cells. Altogether, our results suggest that growth of BL cells depends on high miR-378a-3p levels through regulating IRAK4 and MNT.

## 3. Discussion

In this study, we identified 26 miRNAs differentially expressed in BL cell lines compared to GC-B cells. For five of the miRNAs, deregulated expression levels were confirmed in both BL cell lines and primary tissues. Among them, miR-378a-3p is MYC-induced, highly abundant (top 10 within BL), and overexpressed in BL compared to GC-B cells. Inhibition of miR-378a-3p showed a negative effect on BL cell growth. In a genome-wide Ago2-RIP-Chip analysis, 20 and 63 genes were identified as the potential targets of miR-378a-3p upon miR-378a-3p overexpression and inhibition, respectively. MNT and IRAK4 were confirmed as novel targets of miR-378a-3p in BL, and their overexpression phenocopied the effect of miR-378a-3p on BL cell growth.

Six of the 26 identified differentially expressed miRNAs were reported to be deregulated in BL by Oduor et al. in a previous study [8]. These six included miR-155-5p, miR-221-3p, miR-222-3p, and miR-28-5p which we validated by qRT-PCR in BL cell lines and tissue samples. Nine additional miRNAs were proven to be differentially expressed in BL compared to other B-cell lymphomas [9,10,11,12,20]. Thus, our small RNA sequencing data confirmed some of the previously identified deregulated miRNAs in BL. Moreover, we showed for the first time that miR-378a-3p is an MYC-induced and significantly upregulated miRNA in BL. Since the role of miR-378a-3p in BL was not studied before, we focused on this miRNA for further functional analysis.

Inhibition of miR-378a-3p resulted in a strong reduction of BL cell growth, suggesting a possible oncogenic role of miR-378a-3p in BL. The effect on growth upon miR-378a-3p was most pronounced in ST486. DG75 and CA46 showed intermediate phenotypes while no significant effect was observed in Ramos. There was no obvious relationship between endogenous miR-378a-3p levels and the decrease in percentage of GFP^+^ cells upon miR-378a-3p inhibition. Given the complex interactions between miRNAs and target genes, i.e., multiple targets per miRNA and multiple miRNAs per target, the differences in the observed phenotypes might be related to endogenous levels of other miRNAs or target genes. Previous studies have shown opposite roles of miR-378a-3p in different cancer types. MiR-378a-3p was reported to inhibit growth or promote apoptosis and, thus, act as a tumor suppressor in colorectal cancer, lung cancer, ovarian cancer, prostate cancer, and rhabdomyosarcoma [22,23,24,25,26]. In contrast, in line with our findings, miR-378a-3p was shown to promote proliferation and reduce apoptosis in gastric cancer, nasopharyngeal carcinoma, colorectal cancer, and acute myeloid leukemia [27,28,29,30].

Using an unbiased genome-wide experimental approach, we identified 83 putative miR-378a-3p target genes. Luciferase reporter assays confirmed targeting of four out of eight selected genes, i.e., the protein-coding genes MNT, IRAK4, and FOXP1, and the lncRNA JPX. Targeting of the endogenous *MNT* and *IRAK4* transcripts by miR-378a-3p was confirmed at the protein level, albeit with limited effects. For FOXP1, we could not confirm targeting by miR-378a-3p at the protein level, while we did not follow up potential targeting of endogenous JPX transcripts in BL. Moreover, we showed that overexpression of MNT and IRAK4 strongly inhibited the growth of DG75 cells. Together, these data suggest that the effect of miR-378a-3p might at least in part be dependent on targeting MNT and IRAK4. The apparent discrepancy between the limited effect of miR-378a-3p on the levels of these proteins and the relatively strong phenotype on growth is in line with the general thought that miRNAs most often do not work as on/off switches but rather fine-tune the expression of their targets [5]. A combined moderate effect on MNT, IRAK4, and possible others might explain the strong effect on cell growth. Further experiments in additional cell lines using, e.g., phenotype rescue approaches with more precise control of the overexpression levels are required to confirm the relevance of these targets for the miR-378a-3p-induced phenotype.

Previous studies showed a dual role of MNT in tumorigenesis. On the one hand, MNT was reported as a facilitator of MYC-driven T-cell proliferation and survival [31]. In line with this, a study in Eμ-MYC mice showed that reduced MNT levels reduced tumorigenesis [32], suggesting that MNT is indispensable for MYC-driven oncogenesis. However, in most studies, MNT acted as a tumor suppressor and was a functional antagonist of MYC by repressing its activities related to cell cycle, proliferation, and apoptosis [33,34]. Loss of MNT in mouse embryonic fibroblasts (MEFs) phenocopied the effect of MYC overexpression [35,36,37]. These findings are in line with our results and suggest that high levels of miR-378a-3p could promote BL tumorigenesis by reducing MNT levels, thereby enabling MYC to execute its oncogenic effects in BL.

IRAK4 plays an essential role in the Toll-like receptor (TLR) pathway [38], which mediates inflammatory signals in B cells and causes activation of nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB). The TLR pathway is hyperactive in mantle cell lymphoma and diffuse large B-cell lymphoma (DLBCL), and activation of NF-κB promotes B-cell survival and proliferation [39,40,41]. Depletion of IRAK4 showed a negative effect on NF-κB activity and autocrine IL-6/IL-10 engagement of the Janus Kinase (JAK)-Signal Transducer and Activator of Transcription 3 (STAT3) pathway, reducing survival of DLBCL cells [42,43]. Despite the pro-survival role of NF-κB in DLBCL, activation of NF-κB has been reported to be disadvantageous in MYC positive BL consistent with our data, supporting a role of miR-378a-3p-dependent repression of IRAK4 in limiting the activation of NF-κB [44,45].

Although we could not show that FOXP1 protein levels are affected by miR-378a-3p, we cannot exclude that expression changes in FOXP1 are more subtle and not captured by our experimental set-up. FOXP1 is a member of the forkhead box (Fox) transcription factor family and a regulator of early B-cell development [46]. Interestingly FOXP1 expression is downregulated during the normal GC reaction. In BL, FOXP1 levels are comparable to GC-B cells, but lower than the level in other B-cell lymphomas [47,48]. The potential relevance of maintaining low FOXP1 in BL is further supported by the finding that aberrant expression of FOXP1 cooperates with (constitutive) NF-κB activity [49], which might be disadvantageous for the survival of BL. The relevance of the long noncoding RNA JPX in the phenotype induced by miR-378a-3p inhibition remains to be elucidated. JPX is an activator of X Inactive Specific Transcript (XIST) and acts as a molecular switch for X chromosome inactivation [50]. JPX was reported to act as an oncogene in ovarian cancer and non-small-cell lung cancer by promoting cell proliferation, invasion, and migration [51,52]. In hepatocellular carcinoma, JPX-dependent induction of XIST suppresses hepatocellular carcinoma progression by binding to the miR-155-5p oncomiR [53]. The potential role of miR-378a-3p in regulating FOXP1 and JPX levels need to be further established.

## 4. Materials and Methods

### 4.1. BL Cell Lines, Germinal Center (GC) B Cells, and BL Patient Material

BL cell lines were purchased from American Type Culture Collection (ATCC/LGC Standards, Molsheim Cedex, France) (ST486 and Ramos) and German Collection of Microorganisms and Cell Cultures (DSMZ, Braunschweig, Germany) (CA46 and DG75). BL cells were cultured at 37 °C under an atmosphere containing 5% CO_2_ in Roswell Park Memorial Institute (RPMI)-1640 medium (Cambrex Biosciences, Walkersville, MD, USA) supplemented with 2 nM ultra-glutamine, 100 U/mL penicillin, 0.1 mg/mL streptomycin, and 10% (CA46, DG75, and Ramos) or 20% (ST486) fetal bovine serum (Sigma-Aldrich, Zwijndrecht, The Netherlands). P493-6 B-cells were cultured as described previously [54]. We routinely confirmed cell line identity using the PowerPlex^®^ 16HS System (Promega, Leiden, The Netherlands) and absence of mycoplasma contamination.

GC-B cells and frozen BL tissue sections were obtained previously as described in [9,54,55]. GC-B cells (defined as CD20^+^IgD^−^CD38^+^, *n* = 6 or IgD^−^CD138^−^CD3^−^CD10^+^, *n* = 1) were sorted from routinely removed tonsil specimens of children. Specifically, for small RNA seq experiments, fluorescence-activated cell sorter (FACS)-sorted (CD20^+^IgD^−^CD38^+^, *n* = 2) and magnetic-activated cell sorter MACS-sorted (IgD^−^CD138^−^CD3^−^CD10^+^, *n* = 1) GC-B cells were used as controls, while FACS-sorted (CD20^+^IgD^−^CD38^+^, *n* = 4) GC-B cells were used for qRT-PCR validation experiments. Written permission for the use of the tonsil tissues to isolate GC-B cells was obtained from the parents of the children. The study protocol was consistent with international ethical guidelines (the Declaration of Helsinki and the International Conference on Harmonization Guidelines for Good Clinical Practice). According to the Medical ethics review board of the University Medical Center Groningen our studies fulfilled requirements for patient anonymity and were in accordance with their regulations. The Medical ethics review board waives the need for approval if rest material is used under law in the Netherlands, and waives the need for informed consent when patient anonymity is assured (BL tissue samples).

### 4.2. RNA Isolation

RNA was isolated using miRNeasy Mini or Micro kit (Qiagen, Hiden, Germany) according to the manufacturer’s instructions. RNA concentration was measured by a NanoDropTM 1000 Spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA) and integrity was evaluated on a 1% agarose gel.

### 4.3. Small RNA Library Preparation and Sequencing

Firstly, 1–2 µg of total RNA from four BL cell lines and three samples of GC-B cells was used to generate small RNA libraries using Truseq Small RNA Sample Preparation Kit and TruSeq small RNA indices (Illumina, San Diego, CA, USA). Sequencing was performed on an Illumina 2000 HiSeq platform. After removal of 3′- and 5′-adaptor sequences from the raw reads using the CLC Genomics Workbench (CLC Bio, Cambridge, MA, USA), sequencing data were analyzed using miRDeep version 2.0 (Max Delbrück Center for Molecular Medicine in the Helmholtz Association, https://www.mdc-berlin.de/8551903/en) [56] and annotated against miRbase version 21 (http://www.mirbase.org) [57] allowing one nucleotide mismatch. Read counts of miRNAs with the same mature miRNA sequence were merged. Total read counts per sample were normalized to 1,000,000. For statistical analysis, we included all unique miRNAs with at least 50 read counts in all seven samples. Genesis software v1.7.6 (Institute for Genomics and Bioinformatic Graz, Graz, Austria) was used to generate the heat map. The small RNA sequencing data were deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo; accession number GSE92616).

### 4.4. qRT-PCR

For validation of small RNA sequencing results, we selected differentially expressed miRNAs with expression log_2_ reads per million (RPM) >8 in BL or GC-B cells. We selected the most optimal Taqman assay on the basis of isoform abundance as observed in the small RNA sequencing data (Table S2). The miRNA expression levels were analyzed using Taqman miRNA quantitative PCR assays (Thermo Fisher Scientific Inc.) in a multiplexed fashion as described previously [58]. Cycle crossing point (Cp) values were determined with Light Cycler 480 software version 1.5.0 (Roche, Basel, Switzerland). Relative expression levels of miRNAs to the housekeeping gene (SNORD44 or SNORD49) were determined by calculating 2^−ΔCp^ (ΔCp = Cp_miRNA_ − Cp_house-keeping gene_). MYC transcript levels were analyzed as indicated previously [54].

### 4.5. Lentiviral Constructs, Transduction, and GFP Competition Assay

Lentiviral constructs to inhibit (mZip-378a-3p) or overexpress (pCDH-miR-378a) miR-378a-3p were purchased from System Biosciences (Palo Alto, CA, USA). A nontargeting mZip-scrambled (SCR) and an empty vector pCDH (EV) construct were used as negative controls. Lentiviral pLV-EGFP:T2A:Puro-EF1A IRAK4, MNT, and empty vector control constructs were purchased from VectorBuilder (Chicago, IL, USA). Lentiviral particles were produced in HEK-293T cells by calcium phosphate precipitation transfection using a third-generation packaging system as described previously [55]. Briefly, HEK-293T cells were seeded in six-well plates and grown until ~80% confluence. A plasmid mix consisting of 15 μL of CaCl_2_ (2.5 M), 1 μg of pMSCV-VSV-G, 1 μg of pRSV.REV, 1 μg of pMDL-gPRRE, 2 μg of lentiviral vector, and 150 μL of 2× HEPES buffered saline (HBS) was prepared to transfect the HEK-293T cells. The virus was harvested and filtered using a 0.45 μm filter 48 h after transfection. The virus was either used directly or stored at −80 °C.

For GFP competition assays, BL cell lines were infected with the mZip-378a-3p and the negative control mZip-SCR in three biological replicates per construct, aiming at an infection efficiency of 20% to 50% GFP^+^ cells on day 4. The percentage of GFP^+^ cells was monitored by flow cytometry (BD Biosciences, San Jose, CA, USA) three times per week for a total period of 18 days. For the IRAK4 and MNT GFP competition assays, two biological replicates per construct were performed, and the percentage of GFP^+^ cells was monitored for 11 days.

### 4.6. AGO2-IP Procedure

Immunoprecipitation (IP) of the Ago2-containing RNA-induced silencing complex (RISC) (Ago2-IP) procedure was done as described previously [59]. To identify miR-378a-3p target genes, we applied the Ago2-RIP-Chip on BL cells infected with lentiviral miR-378a-3p inhibition or overexpression constructs. For both constructs, a parallel infection with appropriate control constructs (nontargeting or empty vector) was performed. We aimed at a high infection percentage and harvested the cells at day 5, either directly or after sorting to reach a GFP^+^ percentage >95% for inhibition and >85% for overexpression. For each AGO2-IP experiment, we started with ~30 million cells. RNA was isolated from the Ago2-IP and total (T) fractions. Efficiency of the Ago2-IP procedure was confirmed by qRT-PCR for miR-378a-3p and miR-181a and by Western blot for the Ago2 protein.

### 4.7. Western Blotting

Infected cells were harvested and lysed in lysis buffer (#9803, Cell Signaling Technology, Danvers, MA, USA) supplemented with protease inhibitor. After centrifugation at 14,000 rpm for 10 min (4 °C), supernatants were collected, and protein concentrations were measured using the bicinchoninic acid (BCA) Protein Assay Kit (Thermo Fisher Scientific Inc., Waltham, MA, USA) according to the manufacturer’s protocol. Then, 20 µg of protein was separated on a polyacrylamide gel and transferred to a nitrocellulose membrane followed by incubation overnight at 4 °C with primary antibodies, anti-Ago2 (2E12-1C9, Abnova, Taipei, Taiwan), anti-MNT (#A303-626A, Bethyl Lab, Montgomery, TX, USA), anti-IRAK4 (ab32511, Cambridge, UK), and anti-FOXP1 (#2005, Cell Signaling Technology, Danvers, MA, USA)). All antibodies were diluted 1000× in 5% milk in Tris-buffered saline with Tween-20 (TBST). After incubation with the secondary and tertiary (for MNT, IRAK4, and FOXP1) antibodies and with the enhanced chemiluminescence (ECL) substrate (Thermo Fisher Scientific Inc.), chemiluminescence was detected. Ago2 was quantified with Image Lab 4.0.1 software (BioRad, Hercules, CA, USA), and MNT, IRAK4, and FOXP1 were quantified using ImageJ (NIH, Bethesda, MD, USA). MNT, IRAK4, and FOXP1 protein levels were normalized relative to the total protein amount in the complete lane.

### 4.8. Microarray Analysis

About 50 ng RNA of both the total (T) and the IP fractions were labeled and hybridized on an Agilent gene expression microarray (AMADID no.: 072363, SurePrint G3 Human Gene Exp v3 array kit, Agilent Technologies, Santa Clara, CA, USA). The microarray contained 58,341 probes against coding and noncoding transcripts. The procedure and data analysis were performed as previously described [54]. Briefly, after complementary RNA (cRNA) synthesis and amplification, labeling was done with cyanine 3-CTP (Cy3) or cyanine 5-CTP (Cy5) using the LowInput QuickAmp Labeling kit (catalog no.: 0006322867). Equal amounts of Cy3- or Cy5-labeled cRNA samples were mixed and hybridized on the microarray slide overnight. Raw data were quantile normalized without baseline transformation using GeneSpring GX 12.5 software (Agilent Technologies). Probes were selected for further analysis if they were flagged present in all samples, expressed in the 25th to 100th percentile in at least half of the total (T) fractions, and showed consistent expression in the duplicate measurements (<2-fold change). The average signals of replicates were used to calculate the IP/T ratio, and probes with a ≥ 2-fold enrichment in the IP fraction as compared to total (T) fraction were considered as potential miRNA targets.

For pCDH-378a transduced cells, we next assessed miR-378a-3p targets by identifying probes that were enriched at least ≥2-fold higher in miR-378a-overexpressing cells as compared to empty vector (pCDH-EV). For mZip-378a-3p transduced cells, we assessed miR-378a-3p targets by identifying probes with at least ≥2-fold higher enrichment in mZip-SCR transduced cells as compared to mZip-378a-3p cells. Gene expression microarray data are deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo; accession number: GSE141691).

### 4.9. Identification of miR-378a-3p Seed Sites and Gene Ontology (GO) Terms

For all Ago2-RIP-Chip identified targets of miR-378a-3p, we used a Perl script to search for 7mer-A1, 7mer-m8, and 8mer [60] miR-378a-3p seed sites in 5′-untranslated region (UTR), coding sequence (CDS), and 3′-UTR). Ensemble transcript isoforms were selected on the basis of a refseq identifier (ID) conversion using Biomart (https://www.ensembl.org/biomart). For lncRNA transcripts without an Ensembl ID, we used the LNCipedia or a XLOC/TCONS (BROAD Institute, Cambridge, MA, USA) transcript ID. The growth-related Gene Ontology (GO) terms (proliferation, cell cycle, and apoptosis) for selected genes were retrieved from the Ensembl database (https://www.ensembl.org/biomart).

### 4.10. Cloning of miRNA Binding Sites and Luciferase Reporter Assay

We adapted the psi-Check-2 vector (Promega, Madison, WI, USA) to remove the predicted miR-378a-3p target site (7mer-A1) in the open reading frame of the *Renilla* luciferase gene. The binding site was mutated by changing two nucleotides in the seed region without affecting the amino-acid sequence. This was accomplished by substituting the 460 nt long fragment between the EcoRV and XhoI sites of the psi-Check-2 vector (Figure S8; Integrated DNA Technologies, Leuven, Belgium). Effective *Renilla* luciferase production independent of miR-378a-3p levels was confirmed before cloning putative binding sites of target genes.

Ten potential miRNA binding sites of eight miR-378a-3p target genes were ordered as 58-mer oligo duplexes (Integrated DNA technologies) and cloned into the *Xho*I and *Not*I restriction sites of the modified luciferase reporter vector (Table S3). For the binding sites with a positive result in the first luciferase reporter assay, mutant controls were generated by cloning oligo duplexes with mutations in three nucleotides in the seed region. The reporter vectors with miR-378a-3p wildtype or mutated binding sites were co-transfected with 10 µM of either miR-378a pre-miRNA (Cat. NO.: AM17100, Ambion, Austin, TX, USA) or control oligos (Cat. NO.: AM17111, Ambion) to ST486 and DG75 cells using an Amaxa nucleofector device (program A23) and the Amaxa Cell Line Nucleofector Kit V (Cat NO.: VACA-1003) (Amaxa, Gaithersburg, MD, USA). Cells were harvested 24 h after transfection. *Renilla* and firefly luciferase activity in cell lysates was measured using a Dual-Luciferase Reporter Assay System (Promega). Each experiment was measured in duplicate and results were averaged per experiment. For each construct, the luciferase assay was performed in three independent biological replicates.

### 4.11. Statistical Analysis

MiRNAs significantly differentially expressed in the small RNA-seq profiling were identified with a moderated *t*-test and Benjamini–Hochberg correction for multiple testing using the GeneSpring GX software (version 12.5, Agilent Technologies, Santa Clara, CA, USA). For confirmation of differentially expressed miRNAs by qRT-PCR, we used the nonparametric Mann–Whitney U-test (GraphPad Software Inc., San Diego, CA, USA). Statistical analysis of GFP competition assays was performed as described previously [55]. Briefly, the percentage of mZip-378a-3p infected cells at day 4 was set to 100% and compared to percentages in the control over time using a mixed model, with time and the interaction of time and miRNA construct type as a fixed effect and the measurement repeat within miRNA construct type as a random effect in SPSS (22.0.0.0 version, IBM, Armonk, NY, USA). For the luciferase reporter assay, significance was calculated on the basis of the *Renilla*-to-firefly (RL/FL) luciferase ratios between experimental samples and negative controls using a paired *t*-test (GraphPad Software Inc.). MNT, IRAK4, and FOXP1 protein levels were normalized to total protein loading as visualized with Ponceau S staining. The average change in protein levels of three to four experiments was calculated relative to pCDH-EV and miRZip-SCR controls, which were set to 1. Significance was calculated using a one-tailed paired *t*-test (GraphPad Software Inc.).

## 5. Conclusions

In conclusion, we identified 26 miRNAs differentially expressed between BL cells and GC-B cells and confirmed deregulated expression of five out of eight miRNAs in both BL cell lines and tissue samples. For one of the differentially and highly abundant (top 10 in BL) miRNAs, miR-378a-3p, we showed a negative effect on BL cell growth upon inhibition. Overexpression of two experimentally proven miR-378a-3p targets, i.e., IRAK4 and MNT, phenocopied the effect observed upon miR-378a-3p inhibition. Together, our data show a critical role for miR-378a-3p in promoting BL cell growth and suggest that this involves controlling IRAK4 and MNT levels.

## Figures and Tables

**Figure 1:**
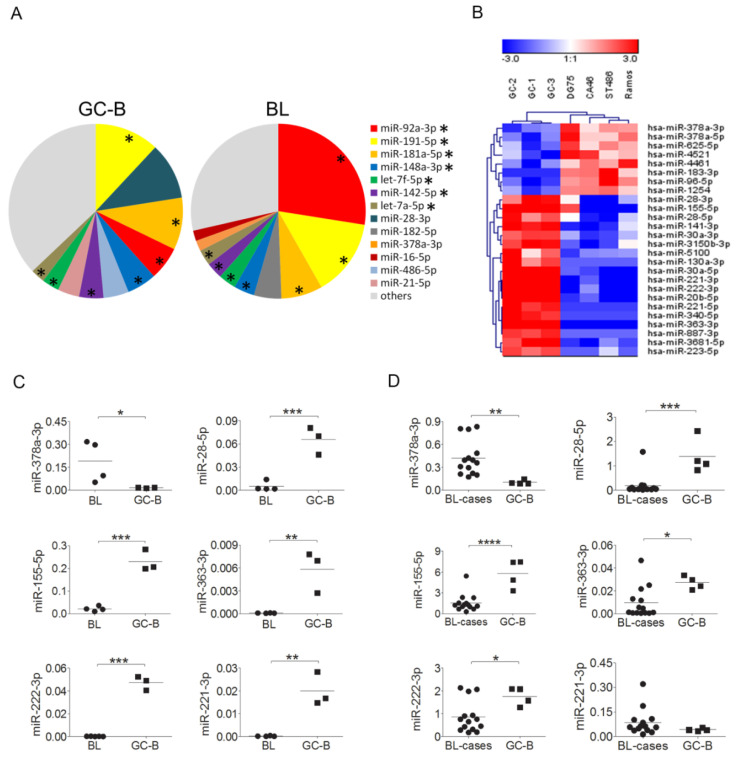
Deregulated expression patterns of microRNAs (miRNAs) in Burkitt lymphoma (BL) compared to germinal center B (GC-B) cells. (**A**) Overview of the top 10 most abundantly expressed miRNAs in Burkitt lymphoma (BL) and normal germinal center B (GC-B) cells as determined by small RNA-sequencing. Asterisks indicate miRNAs present in the top 10 of both BL and GC-B cells. (**B**) Heatmap of miRNAs significantly differentially expressed between BL and GC-B cells. (**C**) qRT-PCR validation results for six of the eight tested miRNAs with significantly differential expression between BL cell lines and GC-B cells. MiRNA expression levels were normalized to Small Nucleolar RNA C/D Box 44 (SNORD44). (**D**) The differential expression pattern was confirmed for five of the six tested miRNAs when BL tissues and GC-B cells were compared. MiRNA expression levels were normalized to Small Nucleolar RNA C/D Box 49 (SNORD49). Significant differences were calculated using an unpaired *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001

**Figure 2:**
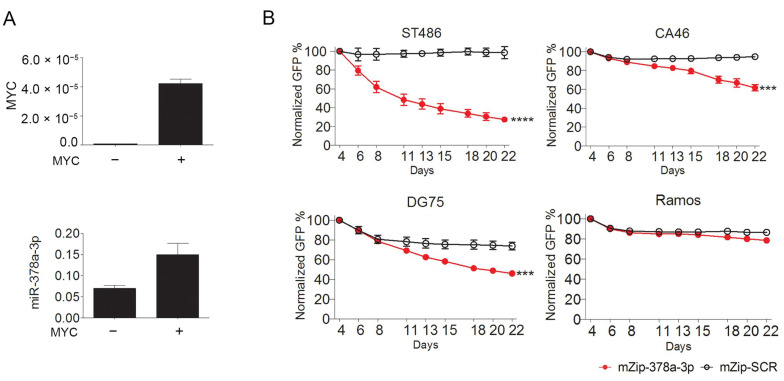
MYC-induced miR-378a-3p is essential for BL cell growth. (**A**) Levels of MYC and miR-378a-3p in tetracycline treated (“−”, MYC-off) and non-treated (“+”, MYC-on) P493-6 B-cells. MYC levels were normalized to RNA Polymerase II Subunit A (POLR2A). MiRNA levels were normalized to SNORD44. (**B**) Green fluorescent protein (GFP) growth competition assay upon miR-378a-3p inhibition in four Burkitt lymphoma (BL) cell lines. The miR-378a inhibitor (mZip-378a-3p) and the scrambled control (mZip-SCR) were stably transduced in BL cells using a lentiviral vector, which co-expresses GFP. The GFP percentage was measured for 18 days, and the GFP percentage at the first day of measurement (day 4) was set to 100%. All assays were performed in triplicate. Significant differences were calculated using a mixed model analysis. *** *p* < 0.001 and **** *p* < 0.0001.

**Figure 3:**
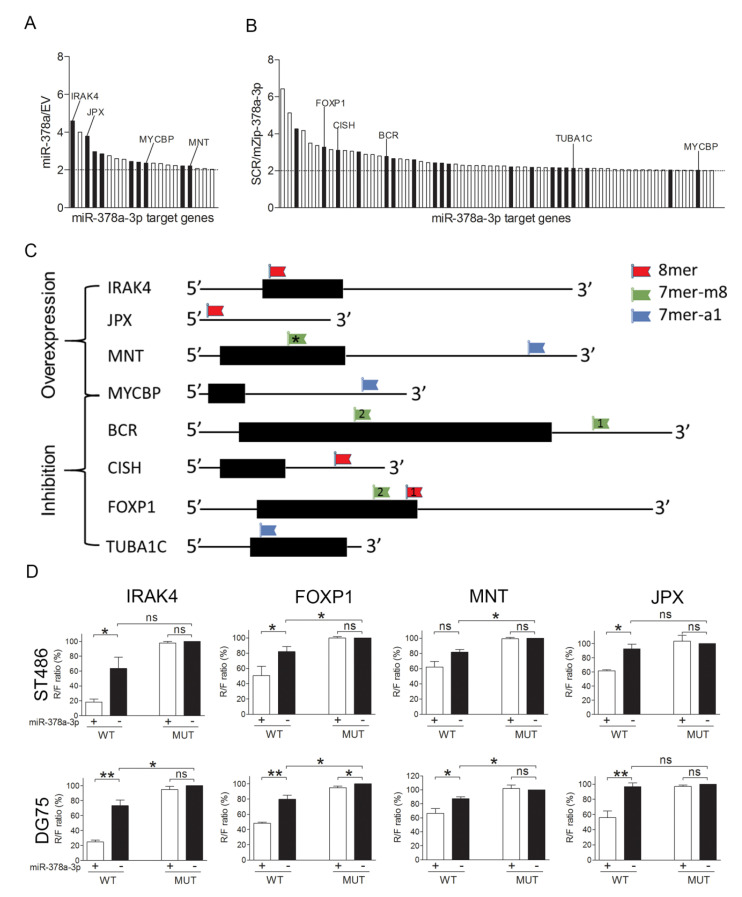
Identification and validation of miR-378a-3p targets. MiR-378a-3p targets identified by Ago2-RIP-Chip upon (**A**) miR-378a overexpression relative to empty vector (EV) and (**B**) scrambled vector relative to miR-378a-3p inhibition (SCR/mZip-378a). The black bars indicate genes with miR-378a-3p seed binding sites. (**C**) Schematic representations of the eight genes selected for luciferase reporter assay validation. Black boxes indicate positions of the open reading frames (ORFs). Positions and types of miR-378a-3p binding sites are indicated relative to the ORF. The binding site in MNT indicated by an asterisk was not tested. (**D**) Luciferase reporter assay results upon co-transfection of ST486 and DG75 cells with the Psi-check-2 construct containing the wildtype (WT) or mutated (MUT) miR-378a-3p binding sites from the selected genes and either an miR-378a-3p mimic or a negative control mimic. Significant differences were calculated using a paired *t*-test. * *p* < 0.05, ** *p* < 0.01, ns = not significant.

**Figure 4:**
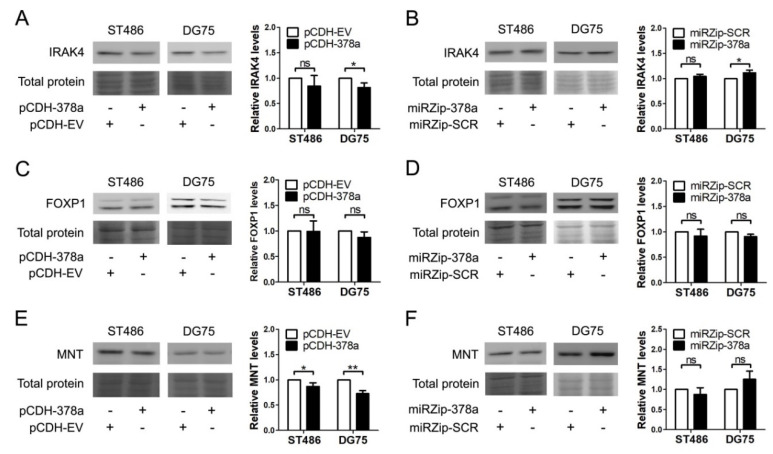
Analysis of the effect of modulating miR-378a-3p levels upon the protein levels of the target genes. Representative examples of the effect of miR-378a overexpression on IRAK4 (**A**), FOXP1 (**C**), and MNT (**E**). Representative examples of the effect of miR-378a-3p inhibition on IRAK4 (**B**), FOXP1 (**D**), and MNT (**F**). cells. Graphs show the quantification of the protein levels of three to four independent infections. For each protein, the part of the total protein lane corresponding to the position of the protein band is shown as an indication for protein loading. Protein levels were quantified relative to the total protein amount as measured in the complete lane. Uncropped blots can be found in Figure S6. Significant differences were calculated using a paired *t*-test. * *p* < 0.05, ** *p* < 0.01, ns = not significant.

**Figure 5:**
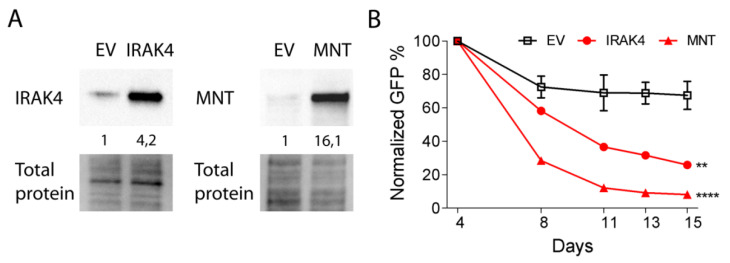
Overexpression of IRAK4 and MNT phenocopies the effect of miR-378a-3p inhibition in DG75 cells. (**A**) Validation of the IRAK4 and MNT overexpression in DG75. An empty vector (EV) was used as a control. For each protein, the part corresponding to the position of the protein band is shown as control of protein loading. Protein levels were quantified relative to the total protein amount in the complete lanes. Uncropped blots can be found in Figure S7. (**B**) GFP competition assays upon overexpression of IRAK4 and MNT resulted in a strong decrease in GFP^+^ cells over time, while no or only a mild effect was observed for the EV control. The GFP percentages were measured for 11 days, and the GFP percentage as measured on day 4 was set to 100%. Assays were performed in duplicate. Significant differences between IRAK4 and MNT overexpression and EV control were calculated using a mixed model analysis. ** *p* < 0.01 and **** *p* < 0.0001.

**Table 1:** Number of genes in the miRNA targetome upon miR-378a-3p overexpression (pCDH) and inhibition (mZip).

IP/T Ratio	pCDH (*n* = 9233)			mZip (*n* = 8944)		
	EV	378a	378a/EV	SCR	mZip-378a-3p	SCR/mZip-378a-3p
≥2	611	586	20	741	878	63
≥4	117	117	2	171	196	4
≥8	25	18	0	53	34	0

EV = pCDH-EV, 378a = pCDH-378a, SCR = mZip-SCR, IP = Ago2 immunoprecipitated fraction, T = total fraction.

**Table 2:** Identified targets of miR-378a-3p upon overexpression.

Gene	Transcript ID	IP/T Ratio			miR-378a-3p Binding Site			Growth-Related GO
		EV *	378a	FC	5′UTR	CDS	3′UTR	
*IRAK4*	ENST00000613694	1.0	4.6	4.6		8m		yes
*CDKN2A*	ENST00000304494	1.0	4.0	4.0				yes
*JPX*	ENST00000415215	1.5	5.8	3.9			8m **	
*PLGRKT*	ENST00000223864	1.0	3.0	3.0	8m			
*TMEM245*	ENST00000374586	1.0	2.9	2.9			7m8/8m	
*TOMM6*	ENST00000398884	1.5	4.1	2.7				
*CDK1*	ENST00000395284	1.0	2.6	2.6				yes
*FAM117A*	ENST00000240364	1.4	3.6	2.6				
*WDR83OS*	ENST00000596731	1.3	3.2	2.5	7m8			
*CCNK*	ENST00000389879	1.0	2.4	2.4		8m		yes
*MYCBP*	ENST00000397572	2.3	5.4	2.3			7mA1	
*RNF34*	ENST00000392465	1.3	3.0	2.3				yes
*UBC*	ENST00000339647	1.0	2.3	2.3				yes
*POP4*	ENST00000585603	1.0	2.3	2.3				
*MNT*	ENST00000174618	1.2	2.7	2.3		7m8	7mA1	yes
*HSPB1*	ENST00000248553	1.8	3.9	2.2	7mA1			yes
*INAFM1*	ENST00000552360	1.3	2.8	2.2				
*PCNA*	ENST00000379160	1.0	2.1	2.1				yes
*SP100*	ENST00000264052	1.2	2.5	2.1				
*RPP25L*	ENST00000297613	1.2	2.4	2.0				

* IP/T ratios in pCDH-EV (EV) were set to 1.0 in cases where the ratios were <1.0. ** The binding site in the noncoding RNA is listed in the 3′-UTR column. 7mA1 = 7mer-A1, 7m8 = 7mer-m8, 8m = 8mer, FC = fold change, 378a = pCDH-378a, IP = Ago2 immunoprecipitated fraction, T = Total fraction, 5′UTR = 5′ untranslated region, CDS = coding sequence, 3′UTR = 3′ untranslated region, GO = gene ontology.

**Table 3:** Identified targets of miR-378a-3p upon inhibition.

Gene	Transcript ID	IP/T Ratio			miR-378a-3p Binding Site			Growth-Related GO
		mZip-378a-3p *	SCR	FC	5′UTR	CDS	3′UTR	
*DYNLRB1*	ENST00000357156	1.0	6.4	6.4				
*VPS18*	ENST00000220509	8.5	43.4	5.1				
*NAPA-AS1*	ENST00000594367	1.2	5.2	4.3			7mA1 **	
*C11orf95*	ENST00000433688	1.0	4.2	4.2				
*HOMEZ*	ENST00000357460	1.2	4.3	3.5				
*TMEM79*	ENST00000405535	1.7	5.7	3.4				
*FOXP1*	ENST00000493089	4.5	14.9	3.3		7m8/8m		yes
*PCIF1*	ENST00000372409	1.0	3.2	3.2		7m8		
*ATP6V0C*	ENST00000330398	1.0	3.1	3.1				
*CISH*	ENST00000348721	2.1	6.6	3.1			8m	yes
*lnc-FOXB1-8*	lnc-FOXB1-8:1	1.0	3.3	3.1				
*MT1B*	ENST00000334346	1.1	3.5	3.1				yes
*lnc-EGLN1-1*	lnc-EGLN1-1:6	1.0	2.9	2.9				
*NELFA*	ENST00000382882	1.0	3.0	2.9				
*BCR*	ENST00000305877	1.0	2.8	2.8		7m8	7m8	yes
*MT1L*	ENST00000565768	1.2	3.2	2.8				
*FAT3*	ENST00000409404	1.0	2.7	2.7		8m	7mA1	
*TRAF3IP2-AS1*	ENST00000525151	1.0	2.7	2.7				
*C22orf39*	ENST00000611555	1.0	2.6	2.6				
*KRTCAP2*	ENST00000295682	1.6	4.1	2.6				
*LINC01122*	ENST00000427421	11.2	29	2.6			7mA1 **	
*ACTG1P20*	ENSG00000241547	1.3	3.2	2.5				
*lnc-KRTAP5-10-1*	lnc-KRTAP5-10-1:1	1.5	3.5	2.4			7m8 **	
*MT1E*	ENST00000306061	1.1	2.8	2.4				yes
*NUDT19*	ENST00000397061	1.0	2.5	2.4			7mA1	
*PRDX4*	ENST00000379341	1.0	2.4	2.4				yes
*TMEM258*	ENST00000537328	1.1	2.6	2.4				
*XLOC_l2_005952*	TCONS_l2_00011050	6.6	15.6	2.4		7m8		
*BTG3*	ENST00000629582	1.6	3.7	2.3				yes
*EVI5L*	ENST00000270530	1.3	3.0	2.3				
*LINC01534*	ENST00000433232	1.0	2.3	2.3				
*lnc-ADA-1*	lnc-ADA-1:2	1.0	2.3	2.3				
*lnc-ZNF431-4*	lnc-ZNF431-4:1	1.1	2.6	2.3				
*MT1A*	ENST00000290705	2.5	5.6	2.3				yes
*CSRP2*	ENST00000311083	2.7	5.9	2.2				
*FYCO1*	ENST00000296137	1.0	2.2	2.2			7m8	
*HYAL3*	ENST00000336307	2.0	4.3	2.2				
*KCNQ1*	ENST00000632153	1.0	2.2	2.2				
*lnc-RP11-158I9.5.1-2*	TCONS_00019776	1.5	3.3	2.2				
*PCNX*	ENST00000304743	3.8	8.3	2.2		7mA1/8m		
*PRSS36*	ENST00000268281	1.4	2.8	2.2				
*SMARCA4*	ENST00000344626	1.0	2.2	2.2		7m8		yes
*TNRC6C*	ENST00000335749	8.5	18.3	2.2		7m8		
*TOLLIP*	ENST00000317204	1.3	2.8	2.2			7mA1	
*ARF4*	ENST00000303436	1.0	2.1	2.1				yes
*ATG4D*	ENST00000309469	1.4	2.8	2.1				yes
*CSE1L*	ENST00000262982	1.2	2.5	2.1				yes
*lnc-PCF11-1*	lnc-PCF11-1:12	1.5	3.2	2.1				
*MARS*	ENST00000262027	1.7	3.6	2.1				
*NANS*	ENST00000210444	1.0	2.1	2.1				
*ORMDL2*	ENST00000243045	1.1	2.3	2.1				
*PFKFB2*	ENST00000367080	1.4	3.0	2.1		7m8	7mA1	
*PGM2L1*	ENST00000298198	1.8	3.7	2.1				
*PTPN23*	ENST00000265562	1.5	3.1	2.1				
*TSACC*	ENST00000368255	1.5	3.1	2.1				
*TUBA1C*	ENST00000301072	1.1	2.4	2.1		7mA1		yes
*XLOC_l2_013031*	TCONS_l2_00024809	6.5	13.7	2.1				
*C15orf61*	ENST00000342683	1.3	2.6	2.0			8m	
*LAT*	ENST00000360872	1.0	2.0	2.0				
*LOC101929494*	N/A	1.6	3.2	2.0				
*MYCBP*	ENST00000397572	1.5	3.1	2.0			7mA1	
*NDRG4*	ENST00000394279	1.1	2.2	2.0				yes
*TUBE1*	ENST00000368662	1.1	2.2	2.0				yes

* IP/T ratios in mZip-378a-3p were set to 1.0 if <1.0. ** Binding sites on noncoding RNAs are listed in 3′-UTR column. 7mA1 = 7mer-A1, 7m8 = 7mer-m8, 8m = 8mer, FC = fold change, SCR = mZip-SCR, N/A = not available, IP = Ago2 immunoprecipitated fraction, T = total fraction, 5′UTR = 5′ untranslated region, CDS = coding sequence, 3′UTR = 3′ untranslated region, GO = gene ontology.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/12/3546/s1, Figure S1: Validation of the differential expression pattern observed in the BL cell lines relative to GC-B cells by qRT-PCR, Figure S2: miR-378a-3p levels based on small RNA-seq data derived from individual BL cell lines and germinal center B-cells, Figure S3: Validation of Ago2-IP procedure on ST486 cells upon inhibition and overexpression of miR-378a-3p, Figure S4: Uncropped western blot results for Ago2 protein, Figure S5: Results of the luciferase reporter assays for 10 putative miR-378a-3p binding sites identified in eight Ago-2 IP-enriched genes in (A) ST486 and (B), Figure S6: Uncropped Western blot results for IRAK4, FOXP1, and MNT upon miR-378a-3p inhibition or overexpression, Figure S7: Uncropped Western blot results for IRAK4 and MNT upon lentiviral overexpression, Figure S8: Sequence of the minigene used to generate a luciferase reporter vector without the putative miR-378a-3p binding site in the *Renilla* gene, Table S1: Small RNA sequencing read summary, Table S2: Taqman miRNA assays used for qRT-PCR validation, Table S3: Oligos for cloning miR-378a-3p binding sites from selected genes, wildtype, and with mutations in miR-378a-3p seed. Green letters indicate miR-378a-3p binding sites and red letters indicate the mismatches.

How the deposited data were processed for this re-analysis (not part of the article)

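Ago2-RIP-Chip was carried out by the authors in the Burkitt lymphoma cell line ST486 with 4 lentiviral constructs. These were pCDH-378a and its empty vector pCDH-EV, and mZip-378a-3p and its scrambled control mZip-SCR. The Ago2-IP and the total (T) fraction of each construct were measured in 2 replicates, which makes 16 samples in 8 groups. All of them lay on the 8 arrays of 1 slide, 2 samples per array. The pCDH samples were labelled with Cy5 and the mZip samples with Cy3. An array held pCDH-378a with mZip-378a-3p, or pCDH-EV with mZip-SCR, of the same fraction and replicate number, so that the constructs were always paired in the same way and the dyes were never swapped. No comparison here sets one dye against the other except the contrast that joins both experiments.

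The authors labelled the RNA with the LowInput QuickAmp kit, scanned the arrays and extracted spot intensities with Feature Extraction 12.0.1.1. The deposited intensity values are processed signals, that is spot intensities after spatial detrending, background subtraction and dye normalization within the array, with low signals replaced by a positive surrogate, on a linear scale and not normalized between arrays. The deposited files also hold the median signal of each spot, the median of its local background and flags of spot quality, and they hold no mean signal. The authors state that they quantile normalized the signals in GeneSpring without baseline transformation. They kept probes that were flagged as present in all samples, lay between the 25th and 100th percentile in at least 50% of the T fractions, and differed by less than 2-fold between duplicates. Those normalized values were not used here, and normalization and filtering were carried out anew.

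Of 62976 spots per array, 2075 were controls. The other 60901 stood for 58201 probes, and the log2 signals of repeated spots of a probe were averaged over spots not flagged as outliers. The probes were named through their RefSeq transcripts in the annotation table (31104 probes), through the tables of the paper (8 probes) or left without a gene symbol (27089 probes), which gave 22444 genes. Processed signals were put on the log2 scale and quantile normalized over the 8 samples of each vector set, because the paper's text does not say over which samples it normalized. A probe was detected when it was flagged well above background and not flagged as an outlier in all 8 samples of its set and lay at or above the 25th percentile in at least 2 T samples. The outlier flags and the percentile removed no probe beyond the first flag. Replicates were averaged on the log2 scale. The fold rule of the study was applied to detected probes with less than 2-fold difference between the duplicates of each group. It asks for an IP/T ratio of at least 2, 4 or 8, or for a ratio of at least 2 between the IP/T ratios of 2 constructs, where an IP/T ratio under 1 in the denominator is set to 1. Both directions were counted.

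All detected probes of a set were also tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the means of the 4 groups of the set), with Benjamini-Hochberg adjustment and a threshold of 0.05. The contrasts were Ago2-IP against T for each construct, the difference of this contrast between pCDH-378a and pCDH-EV and between mZip-SCR and mZip-378a-3p, and the T fractions of the constructs against each other. A combined contrast used the log2 ratio of Cy5 to Cy3 of each array, after normexp background correction with an offset of 50 and loess normalization within the array, on the 16426 probes detected in all 16 samples. For normexp the median signal stood in for the mean signal. The relation between the 2 differences across probes was measured by Pearson's r and Spearman's rho without a p-value, since genes are not replicates. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

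The gene lists, the main tests and the rule for naming genes were fixed before the data were examined, and so were the alternatives and the tests of explanations except those said to be chosen or added after. The 19 lists were RISC and miRNA machinery, the MYC/MAX/MXD network, MYC-induced genes, the TLR and NF-kB pathway, germinal centre B-cell genes, plasma cell genes, cell cycle, apoptosis and p53 targets, type I interferon response, cytosolic ribosomal proteins, oxidative phosphorylation subunits, replication-dependent histones, metallothioneins, nuclear-retained noncoding RNAs, previously reported targets of miR-378a-3p, established targets of the miRNAs of MIR17HG, T-cell markers, myeloid cell markers, and HEK-293T and epithelial markers. The list called nuclear-retained noncoding RNAs also holds snoRNA host transcripts such as GAS5 and ZFAS1, whose location in the cell was not measured. Each gene was represented by its brightest probe. Members past the threshold were counted over all genes and when adjusted over the list alone, and each list was set against all other genes with camera at a preset correlation of 0.01 and again with an estimated correlation. The genes named are those of Table 2 and, of Table 3, those discussed in the paper and the 10 with the largest fold change there, which were chosen from values the paper prints. For each of the 2 differences and the combined contrast the 5 largest changes in each direction past limma were added, filled up by the fold rule where fewer passed. Further genes were the 10 highest and 10 lowest mean IP/T ratios, the 5 largest changes of total RNA in each direction, and up to 4 members of each list. XIST and Y-linked genes were left out, and some genes that the rule names are not reported here.

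Precision is limited by 2 replicates per group. The median signal over local background and the spread between duplicates are given for each vector set beside the description of the experiment. The methods were tested on simulated data with noise modelled on these samples, in which more probes met the limit on duplicates than in the data. In the simulated overexpression experiment limma called 2% of probes changed by 1 and 33% of those changed by 2 on the log2 scale, and 1 of 18546 unchanged probes. In the simulated inhibition experiment it called 38% and 66%, and 5 of 16545 unchanged probes. In the simulated combined contrast it called 77% and 99%, and 10 of 16226 unchanged probes. The fold rule passed 54% of probes raised by 2 on the log2 scale in overexpression and 76% in inhibition.

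Alternatives changed the background correction (normexp), the normalization (75th percentile scaling, quantile normalization over all 16 samples, or of Ago2-IP and T samples separately), the detection flag (positive and significant in place of well above background, or saturated spots left out) and its extent (at least 50% of the samples in place of all). Others dropped the percentile filter, the duplicate filter or the setting of ratios to 1, averaged linear signals, took replicate number as a block, fitted all 16 channels with the array as a random block, took the mean over the probes of a gene, or built the combined contrast from processed signals. Each replicate was left out in turn, in which case the lone sample of a group is assumed to vary like those of the other groups. The limit on duplicates then does not apply to that group. Same-numbered Ago2-IP samples deviated together (r = 0.692 between pCDH-378a and pCDH-EV), so that such a fit also carries an effect of replicate number. Its counts and p-values show how far results move and are not calls. Without 1 T sample the spread of each probe rests more on Ago2-IP samples, so that a call of total RNA lost there does not show dependence on that sample. A block within each fraction, a fold rule on Ago2-IP replicate 1 alone and counts of genes in place of probes were added after seeing the data. Seed sites of miR-378a-3p were not searched, since no transcript sequences were at hand, and the sites named are those the paper lists.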

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

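The test of higher background on the replicate 2 arrays was chosen after the result was seen, and the other tests of this part were set before their results.

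Among transcripts whose enrichment with Ago2 went against the direction the study followed, CD86 and SPEN were more enriched with pCDH-EV than with pCDH-378a. In total 22 probes were at least 2-fold more enriched with pCDH-EV. FAM204A, MOCS2 and HAUS1 were more enriched with mZip-378a-3p than with mZip-SCR, in total 630 probes. The paper does not report these directions. Noise between duplicates was weighed as a cause of the probes past the fold rule. The opposite direction held 0.55 times as many probes as the direction of the study in the overexpression and 1.676 times as many in the inhibition experiment, ratios that noise alone could also give. When 1 duplicate was exchanged between the constructs, the rule passed a mean of 0.025 times as many probes in overexpression (1 and 1 of 10786) and 0.00133 times in inhibition (1 and 0 of 10420), which argues against noise as the whole cause in both. In simulated data with no change, 17 and 18 of 13058 probes passed in the 2 directions of the overexpression experiment, and 3 and 4 of 14128 in inhibition. The simulated counts exceed those with exchanged duplicates. In the simulated overexpression experiment 13227 probes met the limit on duplicates, against 11106 in the data, so that its noise was not quite that of the data. Noise stays open for part of the 40 probes found. Of the 22 in the opposite direction, 13 were at least 4-fold. Of the 17 of them that could pass in both experiments, 15 also passed with mZip-SCR over mZip-378a-3p. This argues against noise between duplicates for these 15 probes, although 14 have 1 shared profile and the 2 sets share arrays. For the rest of the 22 noise stays open. Changes due to the constructs stay open as the biological explanation and were not tested apart from this.

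MNT and MYCBP had log2 differences above 0 in both experiments, but not past every threshold, while across transcripts the experiments went against each other. With pCDH-378a against pCDH-EV they were 1.42 for MYCBP (adjusted p = 0.298) and 1.25 and 1.33 for the MNT probes (adjusted p = 0.448 and 0.988), and with mZip-SCR against mZip-378a-3p 0.79 (adjusted p = 0.00707) and 0.42 (adjusted p = 0.0386). Over the 16426 probes detected in both sets, the log2 difference between pCDH-378a and pCDH-EV and that between mZip-SCR and mZip-378a-3p had a correlation of r = -0.424 (rho = -0.424), a relation that the paper does not examine. Loading of Ago2 by miR-378a-3p as the main cause of both differences over all these probes needs a correlation above 0, and it is argued against by the value of -0.424. A value over all probes does not decide on loading of the genes that the paper lists as targets. The fold rule lists here shared 0 probes where 0.940 are expected of independent lists, which decides nothing. In directions that go against each other, 15 of the 17 probes of pCDH-EV over pCDH-378a were shared with mZip-SCR over mZip-378a-3p (0.410 expected), and 4 of pCDH-378a over pCDH-EV with mZip-378a-3p over mZip-SCR (1.73 expected). The first overlap holds 14 probes of 1 shared profile, for which an expectation from independent probes does not hold. Effects of single arrays need no relation between different arrays, and r was still -0.257 and -0.239 there (the deciding value is -0.2391). Light of one dye read in the other channel was tested over 12060 probes with both dyes within 2-fold of each other on the Ago2-IP arrays. Between different arrays r was -0.282 and -0.247 there (the deciding value is -0.2467), below the limit set beforehand as going against it. Choosing probes with like signals in both dyes itself favors a negative r (-0.476 over all replicates), so that this test cannot decide. Effects common to all arrays that hold pCDH-378a with mZip-378a-3p cannot be told apart from effects of the constructs, because the constructs were always paired in the same way, and r = -0.424 meets what they predict. A response of the cells that pCDH-378a and mZip-378a-3p share, such as one to hairpin or precursor RNA, stays open too and was not tested. The correlation was weaker without pCDH-378a Ago2-IP replicate 1 (-0.309), pCDH-EV Ago2-IP replicate 2 (-0.146) or mZip-SCR Ago2-IP replicate 2 (-0.230), and stronger without mZip-SCR Ago2-IP replicate 1 (-0.539).

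Olfactory and taste receptor genes, which B cells are not known to use, gave signal in the second Ago2-IP replicate of every construct. Of probes not above background in the T samples, 58.4% were well above it in Ago2-IP replicate 2 of pCDH-378a, 56.8% of pCDH-EV, 33.4% of mZip-378a-3p and 45.2% of mZip-SCR, against 4.38%, 11.7%, 2.53% and 11.4% in replicate 1. A higher background of these arrays is argued against, since negative control spots were at most 1.088 times as bright as in replicate 1. Labelled product that does not come from the mRNA of these cells is a candidate source, because receptor probes were above background at least 1.021 times as often as all such probes in each construct (59.6%, 61.3%, 37.6% and 51.3% in the same order). In replicate 1 the receptor shares were 1.69%, 12.9%, 1.36% and 9.47%. Such signal was thus not confined to replicate 2, and in replicate 1 it was higher with pCDH-EV and mZip-SCR. How far it enters the comparisons between constructs was not tested. The design gives no biological difference between replicates, and none was tested.

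Several quality values lay apart from those of the other samples of their dye or of their dye and fraction. They were the outlier spots of pCDH-EV Ago2-IP replicate 2 (1727) and mZip-SCR Ago2-IP replicate 2 (197), each among all samples of its dye and among the Ago2-IP samples of its dye. Median background stood apart at 32 in pCDH-378a T replicate 2, among the Cy5 samples and the Cy5 T samples, at 33.5 in pCDH-EV Ago2-IP replicate 2 among the Cy5 Ago2-IP samples, and at 21 in mZip-378a-3p T replicate 1 among the Cy3 T samples. These background values move in steps about as coarse as the differences themselves, most samples being tied, so that nothing is drawn from them. For outlier spots, chance sets a sample apart in about 1 in 20 groups.

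Total RNA of mZip-378a-3p against mZip-SCR, which the paper does not report on, differed for 481 probes higher and 561 lower in limma. Median log2 changes of gene lists with a camera call were -0.41 for cell cycle, -0.54 for replication-dependent histones, -0.18 for MYC-induced genes, 0.40 for type I interferon response, 0.39 for metallothioneins, 0.16 for apoptosis and p53 targets and 0.11 for oxidative phosphorylation subunits. None of these calls held with an estimated correlation (adjusted p = 0.125 for histones, 0.160 for metallothioneins and 0.454 for the others). Fewer probes were called without any 1 of the T replicates or of the mZip-378a-3p Ago2-IP replicates, fits that leave 1 sample in a group. Limma takes 1 spread per probe from Ago2-IP duplicates (standard deviation 0.533 and 0.595) and T duplicates (0.158 and 0.179) together. Without 1 T replicate that spread rests more on Ago2-IP samples. The loss of calls therefore does not show that changes of total RNA depend on single T replicates.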

How the results depend on the processing

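Taking replicate number as a block within each fraction and the fold rule on Ago2-IP replicate 1 alone were tests chosen after the data were seen, as were counts of genes in place of probes, and the other alternatives were set earlier.

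CDK1, IRAK4, FAM204A and the other genes and lists named were followed through 41 alternatives. Leaving replicates aside, gene lists kept direction and side of the threshold in 1882 values, 41 fell under the threshold, 10 rose past it and 5 reversed. Of values of named genes, 426 under the fold rule and 1401 under limma were kept, 35 and 92 were lost and 7 and 64 gained. Of the counts and the correlation, 149 values stayed within their limits (1.5 times for a count) and 39 did not. Quantile normalization over all 16 samples and the average of linear signals moved no count named here by more than 1.5 times. The 25th percentile filter, the flags for saturated spots and the outlier flags remove no detected probe, so that dropping them tests nothing. The cause of the changes below was not tested unless stated.

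With 75th percentile scaling the median log2 value of all probes moved to 0.34 for the difference between pCDH-378a and pCDH-EV and -0.27 for that between mZip-SCR and mZip-378a-3p, and to -0.44, -0.76, -0.84 and -0.46 for IP/T in pCDH-378a, pCDH-EV, mZip-SCR and mZip-378a-3p. The probes past the fold rule numbered 18 with pCDH-378a over pCDH-EV, 203 with mZip-SCR over mZip-378a-3p, and 351, 304, 585 and 757 for IP/T in the same order of constructs. Limma called 1 probe between pCDH-378a and pCDH-EV, 646 between mZip-SCR and mZip-378a-3p, 1425 for IP/T in pCDH-378a and 5676 in mZip-378a-3p, 24 for total RNA of mZip-378a-3p and 2 for that of pCDH-378a, and camera gave 15 calls of gene lists, summed over the contrasts, in place of 23. All 5 reversed medians came with this scaling. They were cell cycle genes (-0.25 in place of 0.14) and replication-dependent histones (-0.25 in place of 0.17) for IP/T in pCDH-378a, histones for IP/T in pCDH-EV (-0.52 in place of 0.22), and metallothioneins (0.065 in place of -0.28) and histones (0.25 in place of -0.08) for the difference between pCDH-378a and pCDH-EV.

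When Ago2-IP and T samples were normalized separately, the fold rule passed 65 probes with pCDH-378a over pCDH-EV and 2375, 2282, 3357 and 3710 probes for IP/T in pCDH-378a, pCDH-EV, mZip-SCR and mZip-378a-3p. Without that, 1004, 924, 1548 and 1669 genes, probes with no name counted singly, passed for IP/T in the same order in place of 1084, 983, 1672 and 1858 probes. Background correction by normexp gave 26 probes by the fold rule and 32 by limma for pCDH-378a against pCDH-EV, 222 by the fold rule for mZip-SCR over mZip-378a-3p, 6217 by limma for IP/T in pCDH-EV and 1 for total RNA of pCDH-378a. Without the limit on duplicates the fold rule passed 82 probes with pCDH-378a over pCDH-EV. With the limit in the test, limma called 46 probes between these constructs, 5561 and 6047 for IP/T in pCDH-378a and pCDH-EV, 1670 for total RNA of mZip-378a-3p and 1 for that of pCDH-378a, on fewer probes of low spread. Ratios under 1 that were not set to 1 gave 75 probes with pCDH-378a over pCDH-EV. The positive and significant flag gave 2422 probes by limma for IP/T in pCDH-EV, 576 by the fold rule for mZip-SCR over mZip-378a-3p and 205 for total RNA of mZip-378a-3p. Detection in at least 50% of the samples gave 585 and 429 for the latter 2.

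With all 16 channels in 1 model and the array as a random block, limma called 60 probes between pCDH-378a and pCDH-EV, where the correlation of the channels on an array was 0.738. The spread is then shared with the mZip samples, whose Ago2-IP duplicates differed less, which can favor calls. Replicate numbers were shared between groups, and with replicate number as a block the counts stayed within 1.5 times, with 0 probes between pCDH-378a and pCDH-EV (636 at an unadjusted p under 0.05) and 897 for total RNA of mZip-378a-3p. A block within each fraction gave 2520 for IP/T in pCDH-EV and 681 for total RNA of mZip-378a-3p. Ago2-IP replicate 1 alone gave 1503 by the fold rule for IP/T in pCDH-EV, and limma was not run there, as its spread would come from T samples alone.

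Leaving out each replicate in turn gave 38 to 171 probes for pCDH-378a over pCDH-EV by the fold rule (95 without pCDH-378a Ago2-IP replicate 1, 171 without pCDH-EV Ago2-IP replicate 1) and 0 to 954 by limma (954 without the latter). For IP/T in pCDH-378a limma called 796 to 5949 probes, with 980 and 796 without its T replicates 1 and 2, 1410 without its Ago2-IP replicate 2, and 5949, 5913, 1902 and 1876 without Ago2-IP replicate 1, Ago2-IP replicate 2, T replicate 1 and T replicate 2 of pCDH-EV. For IP/T in pCDH-EV it called 686 to 11097, with 11097 without its Ago2-IP replicate 1, 709 and 686 without its T replicates 1 and 2, and 1782 and 1525 without those of pCDH-378a. Between mZip-SCR and mZip-378a-3p it called 1502 to 5846, with 1591, 1502 and 2333 without T replicate 1, T replicate 2 and Ago2-IP replicate 2 of mZip-378a-3p, and 1544, 1581 and 5846 without T replicate 1, T replicate 2 and Ago2-IP replicate 1 of mZip-SCR. For total RNA of mZip-378a-3p it called 0 to 1471, with 0 without any 1 of the 4 T replicates (2055 to 2108 at an unadjusted p under 0.05) and 348 and 342 without Ago2-IP replicates 1 and 2 of mZip-378a-3p. For total RNA of pCDH-378a it called 0 in each case (62 to 546 at an unadjusted p under 0.05). The correlation of the 2 differences lay between -0.539 (without mZip-SCR Ago2-IP replicate 1) and -0.146 (without pCDH-EV Ago2-IP replicate 2), with -0.309 without pCDH-378a Ago2-IP replicate 1 and -0.230 without mZip-SCR Ago2-IP replicate 2. The other ranges moved no count past 1.5 times. They were 1074 to 1277 (pCDH-378a), 962 to 1317 (pCDH-EV), 1662 to 1875 (mZip-SCR) and 1862 to 2032 (mZip-378a-3p) for IP/T by the fold rule, 379 to 494 for mZip-SCR over mZip-378a-3p, 7215 to 12098 and 6453 to 10712 by limma for IP/T in mZip-SCR and mZip-378a-3p, 20 to 24 camera calls of gene lists summed over the contrasts and 3245 to 5320 in the combined contrast.

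Precision is set by 2 replicates per group and by Ago2-IP signals, at 3.05 to 9.92 times the background against 4.97 to 11.5 times in T samples. These medians are over the spots flagged in each sample, which differ between samples. The planned comparison of probes with and without seed sites, and its versions by region and site type, were not run, since no transcript sequences were at hand.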

Differences from the paper's values

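No test of this part was chosen after the result was seen except the fold rule on Ago2-IP replicate 1 alone and the counts of genes in place of probes, each named once below. Each value was recomputed under 18 or 19 alternatives set before the data were examined, and where some alternatives are named as close to the paper's value, the others still differed. Thresholds are those the paper states. A value differs where it is more than 1.5 times or less than 1/1.5 of the paper's and, for single genes, further from it than the SD between replicates. For a gene with several probes, the detected probe with the largest log2 difference in the direction of the study, before ratios under 1 are set to 1, was compared with the paper's value.

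Fewer probes were enriched with Ago2 in the paper than here. For pCDH-EV the paper's counts at IP/T ratios of at least 2, 4 and 8 are 611, 117 and 25, and those here 983, 299 and 87. At a ratio of 2 normexp background correction came within 1.5 times the paper's (804), at 8 it was 75th percentile scaling (23), and at 4 no alternative. For pCDH-378a the paper's counts are 586, 117 and 18 and those here 1084, 322 and 93. No alternative came within 1.5 times at a ratio of 2, and 75th percentile scaling did at 4 (90) and 8 (21). For mZip-SCR the paper's counts are 741, 171 and 53 and those here 1672, 541 and 224, and for mZip-378a-3p the paper's are 878, 196 and 34 and those here 1858, 637 and 181. Only 75th percentile scaling came within 1.5 times of these, with 585, 137 and 59 for mZip-SCR and 757, 190 and 41 for mZip-378a-3p. The paper's number of probes with consistent expression in the mZip set is 8944 and that here 13557, and of the alternatives set before 75th percentile scaling came within 1.5 times (10075). The paper's text calls these numbers probes and its table calls them genes. Counted as named genes, a comparison added after the values were seen, 11283 were kept in the mZip set (11525 with probes that have no name), within 1.5 times of 8944. In pCDH-EV 902 named genes reached a ratio of 2, within 1.5 times of 611, but not with unnamed probes (924), and the other differing counts of IP/T still differed as genes. The paper's lowest share of enriched probes is 6.3%, which its counts place with pCDH-378a, and the share there was 9.76% here. Within 1.5 times lay normexp (4.85%), 75th percentile scaling (4.65%), no limit on duplicates (6.80%), and the fits without pCDH-EV Ago2-IP replicate 1 (8.41%) or 2 (8.84%).

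For pCDH-378a over pCDH-EV the paper counts 22 probes and 20 genes, against 40 probes and 35 genes here. Counts of genes here, also those for mZip-SCR over mZip-378a-3p, include transcripts without a gene symbol and probes without a name. Normexp (26 probes, 23 genes) and 75th percentile scaling (18 and 18) came within 1.5 times. At a ratio of at least 4 the paper has 2 genes and 1 was found here. Separate normalization of Ago2-IP and T samples, the positive and significant flag, detection in at least 50% of the samples, and the fits without pCDH-378a Ago2-IP replicate 1, pCDH-EV Ago2-IP replicate 2 or pCDH-EV T replicate 2 gave 2 genes, and no limit on duplicates and ratios not set to 1 gave 3. For mZip-SCR over mZip-378a-3p the paper counts 74 probes and 63 genes, of them 4 genes at 4-fold and 0 at 8-fold, against 376 probes and 372 genes, 58 and 20 genes here. No alternative removed these differences.

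In Table 3 the paper's fold changes for VPS18 (5.1), NAPA-AS1 (4.3), CISH (3.1), KRTCAP2 (2.6), LINC01534 (2.3) and SMARCA4 (2.2) stand against 15.9, 2.03, 6.40, 1.63, 8.47 and 5.97 here, under no alternative within the limits. The paper's values for BCR (2.8), TRAF3IP2-AS1 (2.7), CSRP2 (2.2), PCNX (2.2) and TNRC6C (2.2) stand against 8.46, 5.35, 3.84, 3.63 and 3.78, and with 75th percentile scaling they were 5.08, 3.83, 3.18, 2.85 and 2.92, no longer apart by more than the limits. XLOC_l2_005952, at the paper's 2.4 and 3.72 here, no longer differed with that scaling (2.83) or without mZip-378a-3p Ago2-IP replicate 1 (3.55) or T replicate 2 (3.54). PFKFB2, at the paper's 2.1 and 3.80 here, no longer differed with normexp (3.10) or 75th percentile scaling (2.90). MT1A, at the paper's 2.3 and 1.40 here, no longer differed without mZip-378a-3p Ago2-IP replicate 2 (1.56). TUBA1C, at the paper's 2.1 and 1.21 here, no longer differed with separate normalization (1.55) or ratios not set to 1 (1.52), and its other probe, with the smaller log2 difference, lay within the limits at 1.41.

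For IP/T in mZip-SCR the paper's values of VPS18 (43.4), NAPA-AS1 (5.2), CISH (6.6), LINC01534 (2.3), PCNX (8.3), SMARCA4 (2.2), PFKFB2 (3.0) and LAT (2.0) stand against 245, 2.03, 49.6, 9.39, 28.2, 5.97, 16.5 and 6.58 here, and no alternative removed the difference. The paper's values of BCR (2.8), TRAF3IP2-AS1 (2.7), XLOC_l2_005952 (15.6), CSRP2 (5.9) and TNRC6C (18.3) stand against 8.46, 6.57, 26.5, 12.8 and 35.2, and 75th percentile scaling removed the difference (5.08, 3.83, 15.4, 7.59 and 22.0). MARS, at the paper's 3.6 and 2.31 here, no longer differed with separate normalization (3.33) or without mZip-SCR Ago2-IP replicate 1 (2.45), and TUBA1C, at the paper's 2.4 and 1.21 here, with separate normalization (1.61). The other probes of MARS (3.36) and TUBA1C (2.37), with smaller log2 differences, lay within the limits. For IP/T in mZip-378a-3p the paper's values of CISH (2.1), PCNX (3.8), PFKFB2 (1.4) and LAT (1.0) stand against 7.75, 7.77, 4.33 and 2.78, and no alternative removed the difference. The paper's values of VPS18 (8.5), KRTCAP2 (1.6), MT1A (2.5) and MYCBP (1.5) stand against 15.4, 2.77, 5.04 and 2.36, and 75th percentile scaling removed the difference (12.1, 2.11, 3.56 and 1.90). LINC01122, at the paper's 11.2 and 7.11 here, no longer differed with separate normalization (9.09). Only 11 of the 58 detected genes of Table 3 and 1 of the 20 of Table 2 passed the fold rule with 75th percentile scaling, which brought many counts near the paper's, against 40 and 18 here.

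All 20 fold changes of Table 2 were within the limits of the paper's values (r = 0.843 between log2 values, median ratio 1.10), and in Table 3 the values of 15 of 58 genes were not (r = 0.554, median ratio 1.03). The paper identifies MYCBP in both experiments, while here its fold change under inhibition was 1.73, under the 2-fold limit, with a limma call in the same direction (log2 difference 0.79, adjusted p = 0.00707). Of Table 2, INAFM1 passed the fold rule only without pCDH-378a T replicate 1 or pCDH-EV Ago2-IP replicate 1. IRAK4 passed it with normexp, without the limit on duplicates, without pCDH-EV Ago2-IP replicate 1 or 2, and on Ago2-IP replicate 1 alone, a setting chosen after seeing the values under which 2 other genes of Table 2 no longer passed. Without either of these replicates the limit that IRAK4 failed does not apply, so that these fits repeat the one without the limit. Of the 18 genes of Table 3 that did not pass, C11orf95 did with normexp, 75th percentile scaling or no limit on duplicates. It also did on Ago2-IP replicate 1 alone or without mZip-378a-3p Ago2-IP replicate 1 or 2, where the limit that it failed does not apply. KCNQ1 did with separate normalization, Ago2-IP replicate 1 alone, or without mZip-SCR Ago2-IP replicate 2 or T replicate 2, and NDRG4 with separate normalization or without mZip-378a-3p Ago2-IP replicate 1 or mZip-SCR Ago2-IP replicate 2. Single replicates decided MT1E and lnc-ADA-1 (passing without mZip-378a-3p Ago2-IP replicate 1) and ATG4D and HYAL3 (passing without mZip-SCR Ago2-IP replicate 1). The paper lists FOXP1 and BCR as less enriched under inhibition. This held here for 1 of 3 probes of each (log2 differences 1.82 and 3.43), and the others had -0.24 and 0.88 for FOXP1 and 0.06 and -0.37 for BCR. The paper's text counts CDKN2A and RNF34 among genes with a binding site, while its Table 2 lists no site for them.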

Other observations

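The test of whether transcripts with more Ago2-IP signal in mZip-378a-3p are lowered in total RNA, the probes with a shared profile and the groups of genes set beside them were chosen after the result was seen, and the other tests of this part were set before.

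Total RNA of cells with mZip-378a-3p differed from that of cells with mZip-SCR for single genes of proliferation and of the interferon response, and for lists of genes by camera at its preset correlation only. Of the cell cycle list, 11 of 28 genes fell and 0 rose (17 and 0 when adjusted over the list alone), with a median log2 change of -0.41 (camera adjusted p = 1.34e-11, and 0.454 with an estimated correlation). Among them were the replication helicase subunits MCM6 (-0.94, standard error 0.09, adjusted p = 0.0119) and MCM2 (-0.84, standard error 0.07, adjusted p = 0.01). Of the replication-dependent histones 14 of 19 fell and 0 rose (17 and 0 over the list alone), with a median of -0.54 (camera adjusted p = 1.50e-15, and 0.125 with an estimated correlation), among them H2AC4 (-0.65, standard error 0.09, adjusted p = 0.0199) and H4C8 (-0.61, standard error 0.07, adjusted p = 0.0141). Of the MYC-induced genes 1 of 25 fell (4 over the list alone), with a median of -0.18 (camera adjusted p = 2.44e-05, and 0.454 with an estimated correlation). In the other direction, 6 of 17 genes of the type I interferon response rose (6 over the list alone), with a median of 0.40 (camera adjusted p = 4.89e-06, and 0.454 with an estimated correlation). They include the RNA sensor IFIH1 (0.93, standard error 0.16, adjusted p = 0.0389), IFIT1 (0.74, standard error 0.13, adjusted p = 0.0387) and the transcription factors IRF9 (0.70, standard error 0.11, adjusted p = 0.028) and STAT2 (0.65, standard error 0.07, adjusted p = 0.0151). Of the metallothioneins 1 of 6 rose (5 over the list alone), with a median of 0.39 (camera adjusted p = 0.000451, and 0.160 with an estimated correlation), and of the apoptosis and p53 targets 3 of 18 (3 over the list alone), with a median of 0.16 (camera adjusted p = 0.0151, and 0.454 with an estimated correlation), among them PMAIP1 (0.53, standard error 0.09, adjusted p = 0.033). Oxidative phosphorylation subunits had a median of 0.11 with 1 of 34 lower (camera adjusted p = 0.00574, and 0.454 with an estimated correlation; lost with 75th percentile scaling at 0.275). None of these camera calls held with an estimated correlation, while all but the last held under every alternative at the preset correlation.

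Single genes with the largest changes of total RNA in mZip-378a-3p include TSC22D3, which glucocorticoids induce (2.00, standard error 0.08, adjusted p = 0.00705), the calcium-binding copine CPNE5 (2.05, standard error 0.12, adjusted p = 0.01), LY86, a partner of the B-cell receptor CD180 (1.96, standard error 0.07, adjusted p = 0.00705), ESPNL (1.85, standard error 0.17, adjusted p = 0.0105) and the transcript ENST00000429730 (2.24), all higher. BTG2, a p53 target that restrains proliferation, was higher by 1.72 (standard error 0.10, adjusted p = 0.01). Lower were MOCS2 (-1.71, standard error 0.09, adjusted p = 0.01), the histone methyltransferase NSD2 (-1.70, standard error 0.12, adjusted p = 0.01), NFU1 of iron-sulfur cluster assembly (-1.64, standard error 0.15, adjusted p = 0.0108), and RAD18 (-1.62, standard error 0.17, adjusted p = 0.0141) and LIG1 (-1.46, standard error 0.07, adjusted p = 0.00905) of DNA repair and replication. Of the plasma cell genes, TNFRSF17 (-1.19, standard error 0.08, adjusted p = 0.01) and JCHAIN (-0.66, standard error 0.09, adjusted p = 0.0206) were lower, 2 of 9 tested (2 over the list alone), without a call for the list (median -0.18, camera adjusted p = 0.139). No single gene kept its call without any 1 of the T replicates, where the spread rests more on Ago2-IP samples. With 75th percentile scaling the calls ended of BTG2 (adjusted p = 0.0593), LIG1 (0.137), TNFRSF17 (0.735) and JCHAIN, PMAIP1, and the interferon, histone and MCM genes named (1.00). The positive and significant flag ended the calls of ENST00000429730, JCHAIN, PMAIP1 and the interferon and histone genes (adjusted p = 0.0568 to 0.0983), detection in at least 50% of the samples those of ENST00000429730, IFIH1, IFIT1, IRF9 and PMAIP1 (0.0580 to 0.0750), normexp that of IRF9 (0.26, adjusted p = 0.141), a replicate block that of ENST00000429730 (0.0536), the block within each fraction, added after seeing the data, that of IFIH1 (0.0530), and leaving out mZip-378a-3p Ago2-IP replicate 1 or 2 those of ENST00000429730, JCHAIN, H2AC4, IFIH1, IFIT1, IRF9 and PMAIP1 (0.0556 to 0.0859).

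Total RNA of pCDH-378a against pCDH-EV held 0 probes past limma (223 at an unadjusted p under 0.05). This test also carries the spread of the Ago2-IP duplicates, and in simulated data it called 26% of probes changed by 1 on the log2 scale. Camera at the preset correlation called cell cycle genes (median -0.06, adjusted p = 0.0361), MYC-induced genes (0.05, 0.0246), nuclear-retained noncoding RNAs (0.11, 0.0285) and plasma cell genes (-0.09, 0.0260). None held with an estimated correlation (adjusted p = 0.955), and they kept their calls in 4, 13, 8 and 9 of 20 alternatives.

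Several lists showed no call in the differences of IP/T. For mZip-SCR against mZip-378a-3p these were type I interferon response (median -0.35, 2 of 17 lower and 1 over the list alone, USP18 at -1.87 and STAT2 at -0.53, camera adjusted p = 0.578), plasma cell genes (median -0.09, TNFRSF17 at -3.32 and SDC1 at 0.39, 1 of 9 in each direction in both adjustments, camera adjusted p = 0.895) and histones (0.19, 3 of 19 higher and 0 over the list alone, 0.165). Markers of other cells gave no call either, with 0 of 4 T-cell markers (camera adjusted p = 0.585), 0 of 3 myeloid markers (0.573) and 1 of 3 HEK-293T and epithelial markers (0.578), the last being UCHL1, lower by 0.85 (standard error 0.13, adjusted p = 0.0103). The call of TNFRSF17 held under every alternative. UCHL1 (adjusted p = 0.644), STAT2 (0.567), USP18 (0.0503) and SDC1 (1.00) lost theirs with 75th percentile scaling, and so did USP18, STAT2 and SDC1 with the positive and significant flag (0.0653, 0.0585 and 0.113) or without any 1 of the T replicates (0.0900 to 0.170), and UCHL1 without mZip-SCR T replicate 1 (0.0556). USP18 and SDC1 lost theirs also with detection in at least 50% of the samples (0.0559 and 0.0864) and with the array as a random block (0.103 and 0.180), and SDC1 with normexp (0.0606), separate normalization (0.0596) and a replicate block (0.0547). For pCDH-378a against pCDH-EV no member passed of T-cell markers (median -0.10 over 5 genes, 0.724), HEK-293T and epithelial markers (0.29 over 3 genes, 0.422), type I interferon response (0.39 over 18 genes, 0.724), plasma cell genes (0.09 over 10 genes, 0.776) and myeloid markers (-0.14 over 2 genes, too few for camera).

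CD86, SPEN, VPS18, PPP6R1, NALF1-IT1, LINC02245, CCNT2-AS1, SNORD38A and 6 transcripts without a gene symbol stood out by the same profile, and were singled out after their values were seen. These 14 probes were more enriched in pCDH-EV than in pCDH-378a and more in mZip-SCR than in mZip-378a-3p by the fold rule, with median log2 Ago2-IP signals of 13.0, 10.9, 16.9 and 13.2 in this order. The 9 with a mean IP/T ratio of at least 32 differed by 4.19 to 4.75 between mZip-SCR and mZip-378a-3p and by -2.65 to -2.24 between pCDH-378a and pCDH-EV. Without the 14 probes the correlation of the 2 differences was -0.409. By limma, 335 of the 376 probes past the fold rule with mZip-SCR over mZip-378a-3p and 606 of the 630 in the opposite direction passed as well.

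MOCS2, FAM204A, HAUS1, GPANK1 and RPL34 had more Ago2-IP signal and less total RNA in mZip-378a-3p than in mZip-SCR, with log2 changes of total RNA of -1.71, -1.10 (standard error 0.13, adjusted p = 0.0151), -0.81 (standard error 0.06, adjusted p = 0.01), -1.34 (standard error 0.11, adjusted p = 0.01) and -0.81 (standard error 0.07, adjusted p = 0.0103). The calls of the last 4 ended with 75th percentile scaling (adjusted p = 0.481 to 1.00) and without any 1 of the T replicates (0.131 to 0.152). The hypothesis that Ago2 carries hairpin RNA of mZip-378a-3p to transcripts that are then lowered was put to a test written after these values were seen. Of 330 probes with at least 4-fold more Ago2-IP signal in mZip-378a-3p, 31 were lower in total RNA (9.39%), against 3.34% of all 16777 probes, a ratio of 2.809 where the prediction asked for at least 3, so that the test cannot tell. In the same group 9 probes were higher (2.73%), and of 89 probes with at least 4-fold more Ago2-IP signal in mZip-SCR 2 were lower and 3 higher.

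The lowest enrichment with Ago2 over the 4 constructs was that of MRPL20-AS1 (mean log2 IP/T ratio -5.67, and -3.60 with normexp), TFEB (-3.87, and -2.60 with normexp) and MALAT1 on 1 of its probes (-3.06, and -1.94 with normexp).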
